# The essential *Schizosaccharomyces pombe* Pfh1 DNA helicase promotes fork movement past G-quadruplex motifs to prevent DNA damage

**DOI:** 10.1186/s12915-014-0101-5

**Published:** 2014-12-04

**Authors:** Nasim Sabouri, John A Capra, Virginia A Zakian

**Keywords:** Pfh1, Pif1 family helicase, G-quadruplex DNA, DNA replication, Schizosaccharomyces pombe, Genome integrity

## Abstract

**Background:**

G-quadruplexes (G4s) are stable non-canonical DNA secondary structures consisting of stacked arrays of four guanines, each held together by Hoogsteen hydrogen bonds. Sequences with the ability to form these structures *in vitro*, G4 motifs, are found throughout bacterial and eukaryotic genomes. The budding yeast Pif1 DNA helicase, as well as several bacterial Pif1 family helicases, unwind G4 structures robustly *in vitro* and suppress G4-induced DNA damage in *S. cerevisiae in vivo*.

**Results:**

We determined the genomic distribution and evolutionary conservation of G4 motifs in four fission yeast species and investigated the relationship between G4 motifs and Pfh1, the sole *S. pombe* Pif1 family helicase. Using chromatin immunoprecipitation combined with deep sequencing, we found that many G4 motifs in the *S. pombe* genome were associated with Pfh1. Cells depleted of Pfh1 had increased fork pausing and DNA damage near G4 motifs, as indicated by high DNA polymerase occupancy and phosphorylated histone H2A, respectively. In general, G4 motifs were underrepresented in genes. However, Pfh1-associated G4 motifs were located on the transcribed strand of highly transcribed genes significantly more often than expected, suggesting that Pfh1 has a function in replication or transcription at these sites.

**Conclusions:**

In the absence of functional Pfh1, unresolved G4 structures cause fork pausing and DNA damage of the sort associated with human tumors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-014-0101-5) contains supplementary material, which is available to authorized users.

## Background

DNA helicases are essential for genome stability. They have critical roles in DNA replication, repair and recombination. Multiple human hereditary disorders are linked to mutations in helicase genes. For example, mutations in three of the five human RecQ helicases are associated with increased cancer risk and/or premature aging [1]. A point mutation in the human PIF1 (hPIF1) DNA helicase (hPIF1 L319P) is present in certain families with increased risk of breast cancer and not detected in unaffected controls [2]. This mutation changes a conserved residue within the 21-amino acid Pif1 signature motif that characterizes this family of DNA helicases [3,4].

Pif1 family helicases are found in the genomes of organisms from all three kingdoms [3,4]. Most eukaryotes, including *Schizosaccharomyces pombe* and humans, encode a single Pif1 family helicase, while *Saccharomyces cerevisiae* encodes two, ScPif1 and ScRrm3. Pfh1, the *S. pombe* Pif1 helicase, is essential for maintenance of both the nuclear and mitochondrial genomes [5]. In nuclear DNA, it facilitates replication fork progression through many sites that impede fork progression, such as highly transcribed RNA polymerase II and III genes, replication fork barriers within both the ribosomal DNA (rDNA) and the mating-type locus, and converged replication forks [6,7]. At the mating type locus and rDNA, Pfh1 helps forks move past stable protein complexes. In the absence of Pfh1, double strand breaks (DSBs) occur specifically at these natural fork impediments [6].

Pfh1’s role at a different class of hard to replicate sites, stable non-canonical DNA secondary structures such as the G-quadruplex (G4), has not been systematically explored. G4 structures are stable DNA secondary structures held together by multiple stacked guanine quartets [8]. G4 structures can form within a single DNA molecule (intra-strand) or between different DNA molecules (inter-strand). In virtually all genomes examined so far, DNA sequences that are capable of forming intra-strand G4 structures *in vitro* (G4 motifs) are observed. G4 motifs are highly enriched in G-rich telomeric DNA, where they affect telomerase action and end protection [9,10]. In addition to telomeres, there are more than 300,000 sites in the human genome with the potential to form G4 DNA [11,12], and G4 structures can be detected in human cultured cells with G4 specific antibodies [13,14]. Moreover, G4 structures were more frequent in FANCJ helicase-deficient human cultured cells [14]. In bacteria, budding yeast, and humans, G4 motifs are common in rDNA and promoter regions [15-17].

Although G4 motifs are not frequent sites of DNA damage in wild type (WT) *S. cerevisiae*, in *pif1* mutant cells, replication forks slow and often break at these sites [18]. In WT cells, ScPif1 binds a subset of G4 motifs, and this subset is more likely to be associated with fork slowing and DNA breakage in its absence. Moreover, in cells lacking ScPif1, G4 motifs induce gross-chromosomal rearrangements (GCRs) [19,20]. Although G4 motifs do not induce genome instability in *rrm3* cells, G4-induced GCR events are particularly elevated in *pif1 rrm3* cells, suggesting that ScRrm3 acts as a backup for ScPif1 in suppressing G4-induced DNA damage. Consistent with a role for ScPif1 at G4 motifs *in vivo*, ScPif1 and four of four tested bacterial Pif1 helicases are particularly robust unwinders of G4 structures, even under single-cycle conditions [19]. In human cells, some of the binding sites of the G4 stabilizing agent pyridostatin, co-localize with the binding of hPIF1, suggesting a role of hPIF1 in resolving G4 DNA [21].

Here, we investigated the relationship between G4 motifs and the *S. pombe* Pfh1 helicase. Compared to *S. cerevisiae*, *S. pombe* has a chromosome structure more similar to that of higher eukaryotes and, like human cells, encodes a single Pif1 family helicase. Thus, it is a good model for understanding the functions of hPIF1. We used computational methods to map intra-strand G4 motifs within the genome of *S. pombe* and three other sequenced *Schizosaccaromyces* yeasts to determine their association with genomic features. G4 motifs were significantly enriched in rDNA, telomeres, meiotic DSB hot spots, gene promoters, nucleosome-depleted regions (NDRs), untranslated regions (UTRs), and dubious open reading frames (ORFs), but depleted in ORFs. Using chromatin immunoprecipitation in combination with deep sequencing (ChIP-seq), we found that Pfh1 was bound near approximately 20% of the G4 motifs in the assembled *S. pombe* nuclear genome and that fork slowing and DNA damage, as indicated by association with Cdc20, the leading strand DNA polymerase, and phosphorylated H2A (γ-H2A), respectively, were associated with G4 motifs in Pfh1-depleted cells. Together, our data suggest that Pfh1 is needed to unwind G4 structures; when this unwinding does not occur, forks slow and often break. This increased genome instability in Pfh1-depleted cells could explain the association of hPIF1 mutations with cancer.

## Results

### Identifying G4 motifs in fission yeasts

We performed a genome-wide search for DNA sequences with the potential to form G4 structures on the genomes of the four available *Schizosaccaromyces* species [22]. We identified all sequences that contain four runs of three or more guanine base pairs (bp), ‘G-islands’, separated by ‘loop’ regions of no more than 25 bp (G_≥3_ N_1–25_)_3_ G_≥3_ [15]. Hereafter, sequences matching this pattern are called ‘G4 motifs’. Regions with more than four G-islands separated by ≤25 bp were counted as a single G4 motif. Excluding repetitive DNA (see below), the *S. pombe* genome contained 446 G4 motifs that match this query pattern with a density of 0.036 G4 motifs/kilobase (kb) (Figure 1A; Table 1). 

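The same pattern was searched on both strands of the 3 nuclear chromosomes of the ASM294v3 assembly, because the copy of Additional file 1 used here listed 445 motifs against the paper's 446. The search gave 446 G4 motifs, with 172 on chromosome I, 174 on chromosome II and 100 on chromosome III. The density was 0.0308 motifs/kb on chromosome I, 0.0383 motifs/kb on chromosome II and 0.0408 motifs/kb on chromosome III. The G-islands were on the Watson strand in 215 motifs and on the Crick strand in 231. The motifs had a median length of 51 bp and ranged from 17 to 138 bp. Their mean GC content was 55.1%, against 36.1% for the nuclear chromosomes. Of the 446 motifs, 17 lay in the rDNA sequence that the assembly holds at the ends of chromosome III. With loops limited to 12 bp, 98 motifs were found.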

The density of G4 motifs was similar across all three *S. pombe* chromosomes (Figure 1A). The *S. octosporus* and *S. cryophilus* genomes contained a similar number and density of G4 motifs as *S. pombe* (Table 1; Additional file 1). The more distantly related *S. japonicus* had roughly four times the number (1,757) and density (0.16 G4 motifs/kb) of G4 motifs as the other fission yeast species, most likely due to the higher GC content of its genome (44% versus 36% in *S. pombe*).

**Figure 1:**
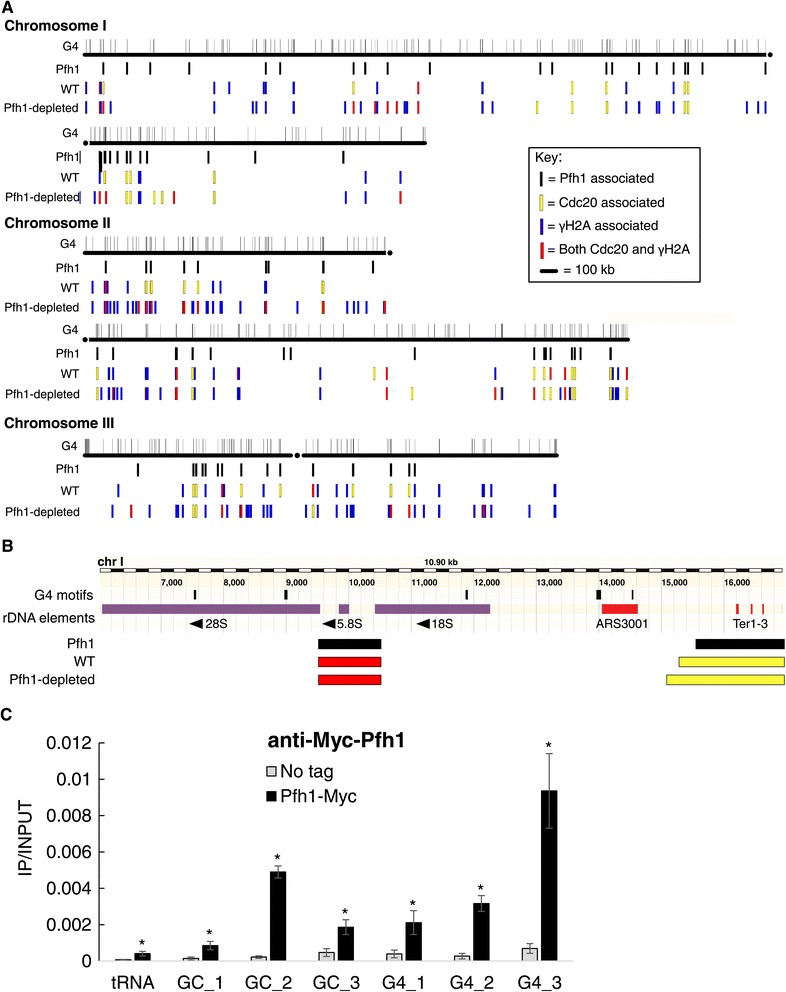
**Distribution of G4 motifs and sites of high DNA polymerase and DNA damage across the** ***S. pombe*** **genome. (A)** Gray lines above each chromosome indicate the locations of the 446 G4 motifs in the assembled *S. pombe* genome. Three data tracks are shown below each chromosome: (1) G4 motifs associated with high Pfh1 occupancy (Pfh1, black); (2) G4 motifs associated with high Cdc20 (yellow), γ-H2A (blue) or both (red) in WT cells; and (3) same information as in (2) but for Pfh1-depleted cells. Note that the genome assembly does not include telomeric repeats and has only three complete copies of the approximately 300 rDNA repeats that are located near both telomeres on chromosome III. **(B)** The location of G4 motifs within a representative rDNA repeat from the left arm of chromosome III (III: 6027–16927). Each of the five G4 motifs (top black bars scaled by G4 motif length) in the 10.9 kb rDNA repeat are on the non-transcribed strand. The arrows denote direction of transcription of the rDNA genes. The locations of Pfh1, Cdc20 and γ-H2A sites are shown below the rDNA annotation track using the same color scheme as in (A). Ter1-3 are natural replication fork barriers, and ARS3001 is a replication origin. **(C)** Pfh1-associated peaks were validated by ChIP-qPCR using an anti-Myc antibody. Association was calculated as immunoprecipitated DNA divided by input DNA (IP/input). Data present the average of three independent biological replicates and error bars are standard deviations. Three GC-rich sites, three G4 motifs and one tRNA gene (tRNA glu.05) were tested. The tRNA gene was used as a positive control for Pfh1 association. All tested sites were significantly bound by Pfh1 compared to the untagged control strain by two-tailed student t-test *P* ≤0.01. ChIP, chromatin immunoprecipitation; qPCR, quantitative PCR.

**Table 1:** **The number, density and evolutionary conservation of G4 motifs in the nuclear and mitochondrial (mt) genomes of four fission yeasts**

**DNA sequence**	**Genome size**	**Genome GC fraction**	**Number of G4 motifs**	**G4/bp**	**Fraction of genome (bp) aligned to Sp**	**Number of** ***S. pombe*** **G4 motifs conserved**
*S. pombe* nuclear	12.6 Mb	0.36	446	3.55E-05	1	NA
*S. octosporus* nuclear	11.3 Mb	0.38	539	4.78E-05	0.576	27
*S. cryophilus* nuclear	11.5 Mb	0.38	443	3.85E-05	0.576	20
*S. japonicus* nuclear	11.1 Mb	0.44	1758	1.58E-04	0.435	31
*S. pombe* mt	19.4 kb	0.30	0	0	NA	NA
*S. octosporus* mt	44.2 kb	0.24	0	0	NA	NA
*S. cryophilus* mt	32.7 kb	0.30	1	3.06E-05	NA	NA
*S. japonicus* mt	80.1 kb	0.20	5	6.25E-05	NA	NA

The above estimates for the number of G4 motifs do not include G4 motifs within repetitive telomeric DNA and most of the rDNA. Telomeric DNA was not included in this analysis because it is not in the *S. pombe* genome assembly. However, analysis of *S. pombe* telomeric DNA in a library containing 18 kb of sequenced telomeric DNA (Webb and Zakian, submitted) revealed that it had two orders of magnitude more G4 motifs per kb (4.5 G4 motifs/kb) than bulk nuclear DNA [see Additional file 2]. The presence of G4 motifs in telomeric DNA is not surprising as the *S. pombe* telomeric sequence, G_2-8_TTAC, is GC-rich [23]. However, the density is nearly three times higher than expected in random sequences of the same GC content (1.7 G4 motifs per kb). Assuming 300 bps of telomeric DNA at each of the six chromosome ends, we estimate 1 to 2 G4 motifs per telomere or approximately 10 telomeric G4 motifs per haploid genome.

The *S. pombe* genome assembly contains only three full rDNA repeats, a small fraction of the estimated approximately 300 rDNA repeats in nuclear DNA [24]. Each of the three copies of the 10.9 kb rDNA repeat had five G4 motifs (Figure 1B). Assuming that these G4 motifs are present in all of the rDNA repeats, there are approximately 1,500 G4 motifs in *S. pombe* rDNA, accounting for almost 80% of the G4 motifs in nuclear DNA. The density of G4 motifs in the rDNA (0.45 G4/kb) was significantly greater than expected from random sequences of the same GC content (0.08 G4/kb; *P* = 0.003) and more than ten times higher in rDNA than the average in the nuclear genome (0.45 G4/kb versus 0.036 G4/kb), even though the GC content of the two is similar (38% versus 36% GC content in rDNA versus nuclear genome). 

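Within the rDNA repeat drawn in Figure 1B, on the left arm of chromosome III in ASM294v3, 5 matches to the G4 pattern were found. The matches at 7524 to 7560 and at 8971 to 9020 lay in the rRNA gene SPRRNA.47, which is annotated on the minus strand from 6057 to 9541. The match at 11868 to 11903 lay in SPRRNA.43, annotated on the minus strand from 10419 to 12260. The matches at 13960 to 14032 and at 14525 to 14549 were intergenic, 1699 bp and 2264 bp from SPRRNA.43. All 5 had their G-islands on the Crick strand. No 101-mer that starts in this repeat of 10901 bp occurs only once in the nuclear chromosomes, so uniquely mapped reads of 101 bp cannot cover it.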

Each of the five rDNA G4 motifs was on the non-transcribed strand (Figure 1B): three were in transcribed regions, two in the 28S and one near the start of the 18S rRNA. Of the three G4 motifs in transcribed regions, the one in 18S and one of the two in 28S were conserved in sequence and position between *S. pombe* and *S. japonicus* [25] (sequence data for the rDNA in the other *Schizosaccaromyces* species are not available). The high density of G4 motifs is also true for *S. cerevisiae* [26] and human rDNA [27]. In both *S. pombe* and *S. cerevisiae*, G4 motifs are found only on the non-transcribed strand [15], suggesting a potential role for G4 structures in the rRNA. However, the most highly conserved G4 motif, which is in the 18S rRNA, does not form a G4 structure in an existing crystal structure of the *S. cerevisiae* ribosome [28].

We also determined the G4 motif content of the mitochondrial (mt) DNA of the four fission yeast species, which range in size from 19.4 kb in *S. pombe* to 80.1 kb in *S. japonicus* (Table 1). No G4 motifs were present in *S. pombe* or *S. octosporus* mtDNA, while *S. cryophilus* and *S. japonicus* contained one and five motifs, respectively. These results are in sharp contrast to the very high density of G4 motifs in the AT-rich *S. cerevisiae* mtDNA compared to its nuclear genome (0.37 G4 motifs/kb mtDNA versus 0.055 motifs/kb nuclear DNA) [15]. Hereafter, we will address the events that occur in the 446 G4 motifs found in the published *S. pombe* genome assembly.

### Evolutionary conservation of G4 motifs across fission yeasts

There was little evolutionary conservation of G4 motif locations among the four fission yeast species. In each pairwise combination, only a small number of *S. pombe* G4 motifs (20 to 31) overlapped a G4 motif in the aligned homologous location in another species (Table 1). Moreover, different motifs were maintained between different pairs of species. 

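The *cdc13* gene of *S. pombe* (SPBC582.03) lies on chromosome II of ASM294v3 from 420111 to 423276 on the plus strand. A G4 motif with the sequence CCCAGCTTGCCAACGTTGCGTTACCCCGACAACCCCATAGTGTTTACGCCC is at 420021 to 420071, 39 bp upstream of the annotated start of the gene, with its G-islands on the Crick strand. Another motif, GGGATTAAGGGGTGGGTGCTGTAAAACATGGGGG, is at 420513 to 420546 in an intron of the gene, with its G-islands on the Watson strand. In the ChIP-seq data for Pfh1, Cdc20 and γ-H2A, neither of these motifs was near a peak in WT or Pfh1-depleted cells. The nearest Pfh1 peak was 2501 bp from the upstream motif and 2026 bp from the motif in the intron.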

Excluding the rDNA repeats, only five motifs were conserved between *S. pombe*, *S. octosporus* and *S. cryophilius*, and only one location, the promoter of *cdc13*^*+*^, had a G4 motif in all four species.

This low level of evolutionary conservation is not surprising due to the evolutionary divergence of the available fission yeast genomes. *S. octosporus*, *S. cryophilus* and *S. pombe* diverged from their last common ancestor more than 100 million years ago (mya), while *S. japonicus* diverged more than 200 mya [22]. Studies of the evolutionary turnover of G4 motifs [15] and other regulatory elements [29-31] in yeasts find that most regulatory elements are not conserved over these timescales.

### The genomic distribution of G4 motifs

To investigate potential functions for *S. pombe* G4 motifs, we analyzed the distribution of the G4 motifs with respect to multiple genomic features, such as highly expressed genes, NDRs, meiotic DSB hotspots and so on. (See the Methods for the full list). For these analyses, we first computed the number of overlaps between the G4 motifs and a given feature of interest. Then, to evaluate if the observed association was more or less than expected by chance, we created 1,000 sets of ‘control’ regions. Each of these 1,000 control sets contained 446 random genomic regions—one for each of the actual G4 motifs. Each of the 446 regions in a single control set matched the chromosome, length and GC content of a different observed G4 motif, so the average region length and GC content for each of the 1,000 sets matched that of the actual G4 motifs. Then, for each of these 1,000 sets of control regions, we computed the number of overlaps with the feature of interest. By comparing the number of observed G4 motif overlaps to the 1,000 overlap counts from the control sets, we obtained an empirical estimate of the likelihood of the observed association by chance (that is, a *P*-value). To account for the testing of multiple hypotheses, for each enrichment test, we report q-values, which are the false discovery rate (FDR) analogue of *P*-values and correspond to the FDR if a particular test is called significant [32]. See Methods for more information.

Using this approach, we found that G4 motifs were significantly associated with several genomic features (Table 2; Additional file 3). G4 motifs were more likely to occur in the promoters of RNA polymerase II-transcribed genes (q <0.003), NDRs (q <0.003), meiotic DSB hot spots (q <0.003), 3′ and 5′ UTRs (q = 0.013 and q = 0.003), and within dubious genes (q <0.003) than expected by chance. In contrast, G4 motifs were significantly depleted from ORFs of protein-coding genes (q <0.004), including essential and highly transcribed genes. However, when G4 motifs were found within ORFs, they were significantly more likely to occur on the transcribed strand than expected by chance (219/303, 72%; *P* <1E-12, binomial test). In these cases, the G4 motif would not be present in the mRNA. Thus, any function of these G4 motifs would likely be carried out in DNA. 

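In the ASM294v3 annotation, 301 of the G4 motifs overlapped a coding exon by at least 1 bp, and 217 of these (72.1%) had their G-islands on the transcribed strand (exact binomial test against a share of 0.5, two-sided, P = 1.01e-14). Among motifs with loops of up to 12 bp the share was 81.0% (exact binomial test, P = 6.88e-05).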

G4 motifs were not significantly associated with long terminal repeats (LTRs), tRNA genes, 5S rRNA genes, origins of replication or centromeres (q >0.05 for all; Additional file 3). Similar association patterns were found when decreasing the loop length from 25 bp to 12 bp (data not shown).

**Table 2:** **Distribution of G4 motifs relative to functional elements in** ***S. pombe***

**Genomic feature**	**Total number of features**	**G4 overlap**	**Expected overlap**	**G4 motif status**	**FDR adjusted q-value**
Promoters	3,237	45	27	Enriched	<0.003
Dubious ORFs	71	13	4	Enriched	<0.003
3′ UTRs	5,144	48	34	Enriched	0.013
5′ UTRs	5,144	47	27	Enriched	0.003
Nucleosome-depleted regions	2,300	54	18	Enriched	<0.003
Meiotic DSB hot spots	288	112	62	Enriched	<0.003
Protein-coding ORFs	5,144	303	382	Depleted	<0.003

G4 motifs are enriched in promoters of Pol II transcribed ORFs, NDRs, dubious ORFs, UTR and meiotic DSB hot spots. G4 motifs are depleted from ORFs overall, as well as essential and highly transcribed genes. G4 motifs are also enriched in Cdc20 occupied sites in Pfh1-depleted cells (Figure 2), γH2A sites (Figure 3), telomeric repeats and rDNA repeats (Figure 1B).

### Many G4 motifs are Pfh1 associated

Pfh1 is a replisome component that moves with the leading strand polymerase ɛ (Sabouri *et al.*, in preparation). Thus, we anticipated that if some (or all) G4 motifs slow DNA replication, even in wild type cells, they would have higher binding by both Pfh1 and Cdc20, the catalytic subunit of DNA polymerase ɛ. If Pfh1 promotes replication fork progression past G4 motifs, the Cdc20 association at these sites should be even higher in Pfh1-depleted cells. To test these hypotheses, we used a *S. pombe* strain expressing epitope-tagged Pfh1, isolated Pfh1-associated DNA by immunoprecipitation (ChIP), and then sequenced the associated DNA (ChIP-seq). 

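The Pfh1 experiment comprised 2 biological replicates of the ChIP DNA and 2 of the input DNA, from asynchronous cells with epitope-tagged Pfh1 that were cross-linked in 1% formaldehyde for 5 min. The authors mapped the 101 bp reads to the *S. pombe* genome, kept the uniquely mapped reads, merged the replicates and called peaks with MACS against the input DNA. The deposited values are the resulting list of peaks with their positions and a score for each peak, which is the authors' own and equals −10 × log10 of the MACS *P*-value. Because the replicates were merged before the peaks were called, the peak lists of the ChIP-seq experiments hold no replicate values, and the reads of the single libraries were not used here. The depth of each library is unknown from a peak list. A G4 motif was taken as Pfh1 associated when it shared at least 1 bp with a peak extended by 300 bp on each side. The number of associated motifs was compared with 1000 control sets, in which every motif was replaced by a random region on the same chromosome with the same length and the same number of G and C bases. The one-sided *P*-value was the share of control sets at least as extreme as the motifs, with the motifs themselves counted as 1 set, so that its smallest possible value is 0.001. The paper counted control sets with a more extreme association. It is a permutation test of the positions of the motifs. Motifs with the same chromosome, length and number of G and C bases shared a pool of control positions. The pools had a median of 31807 positions and held at least 4. They include the positions of the motifs themselves, so a control region could be a motif.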

The input DNA for the ChIP was sequenced as a control. Sites with significant Pfh1 occupancy were identified with the Model-based Analysis of ChIP-seq peak calling software (MACS; Zhang *et al*. [49]), using a stringent cutoff for both ChIP and input DNA (*P* <10^-5^). The same strategy was used in all of the ChIP-seq analyses in this paper (Methods section). 

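The lowest MACS score in the Pfh1 list was 50.4, just above the value of 50 that corresponds to the authors' threshold, and the median was 227. The highest score was 3100. Exactly this value also occurred in the Cdc20 and γ-H2A lists of Pfh1-depleted cells, so it may be a set value and does not rank the peaks that have it. It was shared by 12 of the peaks associated with a G4 motif. These included peaks over *pma1* (I, 3870925 to 3876700), *fba1* (II, 1687919 to 1690407), *eno101* (II, 2200711 to 2203406) and *tef3* (III, 1685478 to 1690262), where the motif lay in a coding exon. Together the Pfh1 peaks covered 9.08% of the nuclear chromosomes. A score of at least 100 was reached by 484 peaks.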

With these methods, we identified 621 high confidence Pfh1-associated sites in DNA from asynchronously growing cells. Two of these peaks mapped to the rDNA, although not to the G4 motifs in the rDNA (Figure 1B). 

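The Pfh1 peaks in the rDNA lay at the right end of chromosome III of ASM294v3, at 2442768 to 2443759 (score 2384) and at 2447141 to 2448477 (score 1654). The first spans the rRNA gene SPRRNA.52 (2443248 to 2443412) and the second begins inside SPRRNA.49 (2443713 to 2447197). Peaks at nearly the same position as the first were in the other lists as well, at 2442769 to 2443757 for Cdc20 in WT cells (score 1564) and at 2442769 to 2443706 for γ-H2A in WT cells (score 330). In Pfh1-depleted cells the peaks at this position had lower scores, 968 for Cdc20 and 58.9 for γ-H2A. At the second position the Cdc20 score was 1927 in WT cells and 451 in Pfh1-depleted cells. Of the 1712 101-mers that start in the right-arm rDNA and are unique in the nuclear chromosomes, 1611 (94.1%) overlapped a peak of at least 1 of the 5 lists, while the peaks covered 25.3% of the right-arm rDNA. None of the 17 rDNA motifs was touched by a unique 101-mer, so no uniquely mapped read of 101 bp overlaps them.

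**Figure D1:**
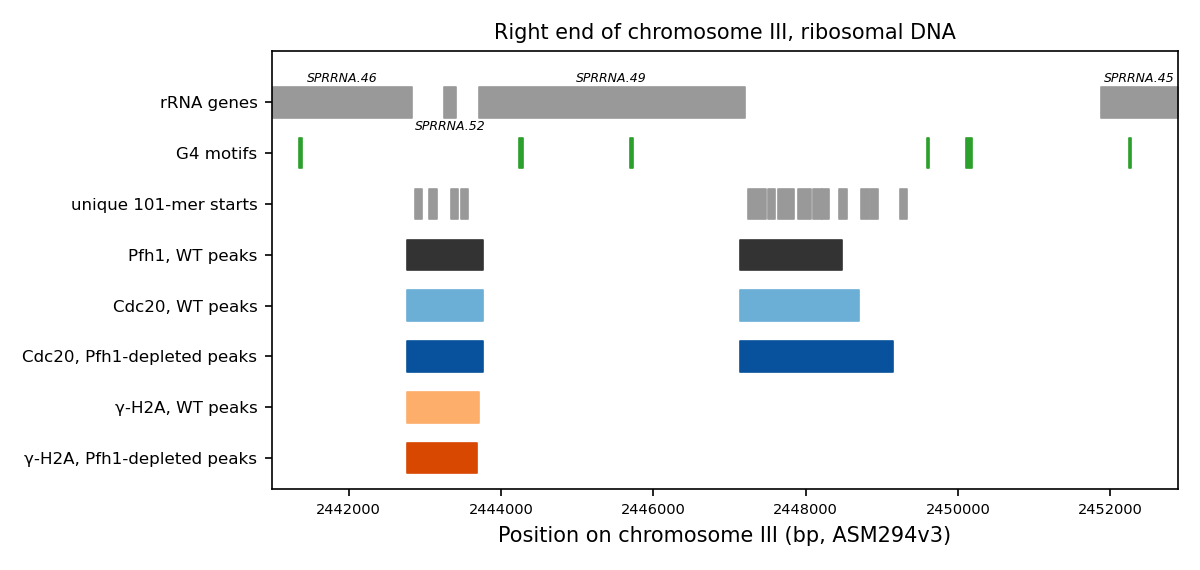
Map of the right end of chromosome III (position in bp, ASM294v3) with rRNA genes, G4 motifs, the starts of 101-mers that are unique in the nuclear chromosomes, and the peaks of each list. The unique 101-mers fall into 2 groups. The Pfh1 and Cdc20 peaks lie over both groups, the γ-H2A peaks over the first, and the 6 G4 motifs lie outside the peaks.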

The assembled *S. pombe* genome lacks telomeric DNA, so this analysis did not assess Pfh1 association with telomeres. However, ChIP-qPCR shows that telomeres were also Pfh1 associated [33].

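The distance between Pfh1 peaks and G4 motifs was measured from the edges of the peaks. Of the Pfh1 peaks, 76 (12.2%) lay within 300 bp of a motif.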

Of the 621 Pfh1 peaks, 76 (12%) were ≤300 bp, the shearing size of the ChIP DNA, from a G4 motif. 

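Counted by motif, 90 of 446 (20.2%) were near a Pfh1 peak. With the window reduced to 0 bp the number was 73, and with 500 bp it was 106. With peaks of a score of at least 100 it was 79.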

Several Pfh1 peaks were associated with more than one G4 motif, so in total, 90 (20%) of the 446 G4 motifs in the assembled nuclear genome were Pfh1 associated (Figure 1A). 

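When the control regions were matched to the G4 motifs on chromosome and length only, the control sets had on average 54.5 regions near a Pfh1 peak, and the 90 motifs were 1.65 times this number (permutation test, one-sided P = 0.001, the smallest that 1000 control sets can give).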

The observed association between Pfh1 and G4 motifs was significantly greater than expected by chance (*P* = 0.002). However, it was significantly lower than expected when taking the GC-content of the G4 motifs into account using our control region sets (*P* = 0.016). 

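With the GC-matched control sets, on average 108 ± 9.02 regions (SD over 1000 control sets) were near a Pfh1 peak, and the motifs were at 0.830 times this number (permutation test, lower-tail P = 0.0250, upper-tail P = 0.984). The alternative that moved this ratio most, apart from leaving out the match on GC content, was matching the GC content over 1 kb centred on the motif. The ratio was then 1.11, with more motifs than control regions near a peak (permutation test, upper-tail P = 0.125). With control regions matched also on whether they overlap one of the 500 most highly transcribed genes, the ratio was 0.981 (permutation test, lower-tail P = 0.429).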

We also validated the ChIP-seq peaks by quantitative PCR (ChIP-qPCR). We compared the association of Pfh1-13Myc or an untagged otherwise isogenic control strain to a tRNA gene (tRNA glu.05), a previously known Pfh1-binding site [6], three GC-rich sites and three G4 motifs (see Methods for details). Pfh1 was significantly associated with all these sites compared to the control strain (Figure 1C). Together, these results suggest that Pfh1 is present not only at many G4 motifs but also at many other sites, especially at other GC-rich sequences, consistent with its being a multi-functional DNA helicase [6]. This finding is also consistent with the behavior of ScPif1, which binds preferentially to G-rich regions, even those unable to form G4 structures, *in vivo* and *in vitro* [19].

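In the paper's reasoning, the association between Pfh1 and G4 motifs exceeds that of regions placed without regard to GC content and falls below that of regions with the GC content of the motifs. Together with the ChIP-qPCR at GC-rich sites (Figure 1C), the paper proposes from this that Pfh1 is present at many G4 motifs and at many other GC-rich sequences.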

### Replication forks pause near G4 motifs in Pfh1-depleted cells

To monitor fork progression at G4 motifs in the presence and absence of Pfh1, we epitope tagged Cdc20 and performed ChIP-seq in WT and Pfh1-depleted cells. 

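The Cdc20 experiment comprised 2 biological replicates each of the ChIP DNA from WT cells, of the ChIP DNA from Pfh1-depleted cells and of the input DNA. Pfh1 was depleted by thiamine, which represses the promoter that drives Pfh1, for 12 h, at 10 µg/ml according to the sample labels. The labels also give the input DNA as coming from Pfh1-expressing cells. For this experiment they give EMMS medium and another strain than for the Pfh1 experiment, which was in YES medium. Mapping, merging of replicates and peak calling were as for Pfh1, and the deposited values are 1 list of peaks per context. Association with G4 motifs used the window of 300 bp and the same GC-matched control sets. To test the change on depletion itself, the difference in the number of associated regions between Pfh1-depleted and WT cells was computed for the motifs and for each control set, which takes into account that one list covers more of the genome than the other.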

Although all sites in the genome are Cdc20-associated at their time of replication, sites where replication forks move slowly are expected to have elevated Cdc20 binding, as seen with DNA Pol2, the catalytic subunit of DNA polymerase ε in *S. cerevisiae* [18,34]. To deplete cells of Pfh1, an essential protein, we used the thiamine repressible nmt81 promoter [5]. Growth of nmt-Pfh1-GFP cells in thiamine for 12 hours reduces Pfh1 expression, so that Pfh1 is no longer detected by western blot analysis [5,6]. Hereafter, cells treated in this way are referred to as ‘Pfh1-depleted cells’ and untreated cells as ‘WT’/Pfh1-expressing’ cells.

Using these methods, we identified 485 sites of high Cdc20 binding in WT cells, including 50 G4 motifs (Figures 1A and 2A). This number of G4 motifs was not significantly different from the expected association based on the 1,000 control sets (*P* = 0.529; Figure 2B, blue arrow). Thus, in WT cells, G4 motifs were not enriched among sites of replication fork pausing compared to other GC-rich regions.

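The Cdc20 list for WT cells had scores from 50.0 to 1991, with a median of 116, and its peaks covered 5.89% of the nuclear chromosomes. Of its peaks, 43 (8.87%) were within 300 bp of a G4 motif, and 50 motifs (11.2%) were near a peak. The highest-scoring peak near a motif extended from 4444420 to 4449923 on chromosome II. The motif there, at 4445618 to 4445681, lies in a coding exon of *pho84* (SPBC8E4.01C). A score of at least 100 was reached by 282 of the WT peaks.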

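The control sets had on average 50.1 ± 6.69 regions (SD over 1000 control sets) near a Cdc20 peak of WT cells (permutation test, upper-tail P = 0.531, lower-tail P = 0.527). The call changed when GC content was matched over 1 kb, where the motifs were at 1.31 times the control mean (permutation test, upper-tail P = 0.0180), and when it was not matched, where they were at 1.34 times the control mean (upper-tail P = 0.0260).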

**Figure 2:**
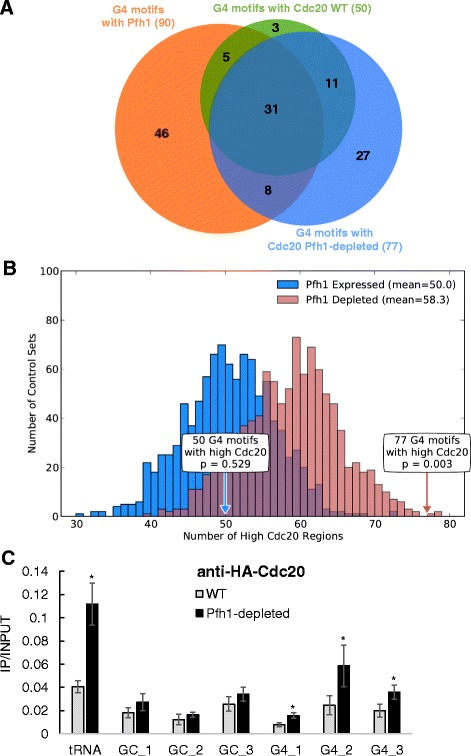
**A subset of G4 motifs have high Cdc20 binding indicative of replication fork pausing in Pfh1-depleted cells. (A)** The Venn diagram gives the overlaps between G4 motifs associated with high Pfh1 (orange circle), high Cdc20 in WT cells (green circle) and high Cdc20 in Pfh1-depleted cells (blue circle). For the most part, G4 motifs with high Cdc20 in WT are a subset of those with high Cdc20 in Pfh1-depleted cells. **(B)** To compare the overall Cdc20 occupancy at G4 motifs in Pfh1-expressing (blue) and Pfh1-depleted cells (red), we estimated the expected distribution of high Cdc20 sites for 1,000 control region sets matched to the observed G4 motifs (histograms). Because the coverage of the genome by Cdc20 is higher in Pfh1-depleted cells, the expected G4 motif association is somewhat higher for Pfh1-depleted cells (58.3; red) than Pfh1-expressing cells (50.0; blue). In Pfh1-expressing cells the 50 G4 motifs with high Cdc20 occupancy (blue arrow) was not different from the expected number (*P* = 0.529). In Pfh1-depleted cells, significantly more G4 motifs were associated with high Cdc20 regions than expected (red arrow; 77 regions; *P* = 0.003). **(C)** Cdc20-3HA peaks were validated in WT and Pfh1-depleted cells by ChIP-qPCR using an anti-HA antibody as described for Figure 1C. In Pfh1-depleted cells, all G4 motifs and the tRNA gene had a significant increase of Cdc20 levels compared to WT cells (two-tailed student t-test, *P* ≤ 0.04). ChIP, chromatin immunoprecipitation; G4, G-quadruplex; qPCR, quantitative PCR; WT, wild type.

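The peaks of the Pfh1-depleted list covered 6.85% of the nuclear chromosomes. The control sets had on average 58.5 ± 7.12 regions (SD over 1000 control sets) near a Cdc20 peak in Pfh1-depleted cells.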

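The Cdc20 list for Pfh1-depleted cells had scores from 50.1 to 3100, with a median of 163, and 352 of its peaks had a score of at least 100. Of the 485 Cdc20 peaks in WT cells, 387 (79.8%) overlapped a peak in Pfh1-depleted cells by at least 1 bp.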

There were 517 high confidence Cdc20 peaks in Pfh1-depleted cells, modestly more than the number in WT cells. However, in contrast to WT cells, G4 motifs were highly enriched among the high Cdc20 binding sites in Pfh1-depleted cells (77 of the G4 motifs were associated with a Cdc20 site; Figure 2B, red arrow; *P* = 0.003). Moreover, G4 motifs associated with Pfh1 in WT cells were much more likely to show high Cdc20 association in Pfh1-depleted cells compared to G4 motifs not associated with Pfh1 (*P* = 1.9E-11; Table 3). For example, 43% of the Pfh1-associated G4 motifs were also high Cdc20 binding sites in Pfh1-depleted cells. In contrast, only 11% of the G4 motifs not associated with Pfh1 had high Cdc20 binding in Pfh1-depleted cells. This pattern was also true for G4 motifs and Cdc20 peaks from Pfh1-expressing cells (*P* = 1.5E-17; Table 3). Thus, while G4 motifs as a group were not significantly associated with high Cdc20 in WT cells, those G4 motifs that had high Pfh1 binding were also significantly associated with high Cdc20 binding.

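In Pfh1-depleted cells 77 motifs (17.3%) were near a Cdc20 peak, which is 1.32 times the control mean (permutation test, upper-tail P = 0.00400). This call was lost with a window of 0 bp (ratio 1.18, permutation P = 0.125) and when motifs within 1 kb of each other were counted as 1 cluster (ratio 1.13, P = 0.126). The number of motifs near a Cdc20 peak rose by 27 on depletion, against a mean rise of 8.42 ± 5.19 (SD) in the control sets, of which the highest rose by 26 (permutation test, one-sided P = 0.001, the smallest that 1000 control sets can give). With equal numbers of Cdc20 peaks of equal width in both contexts, an alternative chosen after seeing the data, the rise was 7 motifs against a mean of 0.531 (permutation test, one-sided P = 0.104). Of all motifs, 42 were near a Cdc20 peak in both contexts, 35 only in Pfh1-depleted cells and 8 only in WT cells. The highest score among the motifs near a Cdc20 peak only in Pfh1-depleted cells, 1966, belonged to a peak at 2111816 to 2114102 on chromosome II of ASM294v3. The 3 motifs near it, at 2111521 to 2111571, 2111670 to 2111763 and 2111796 to 2111841, all lie in coding sequence of *rga7* (SPBC23G7.08C, 2110485 to 2113075, minus strand), between 2640 and 2910 bp from *mat1-Mc*. In WT cells a Cdc20 peak with a score of 863 at 2112616 to 2114065 overlapped the peak of Pfh1-depleted cells, but it began more than 300 bp from these motifs. The paper names fork barriers at the mating-type locus among the sites where Pfh1 acts. The peak lists cannot tell whether this peak belongs to such a barrier or to the motifs.

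**Figure D2:**
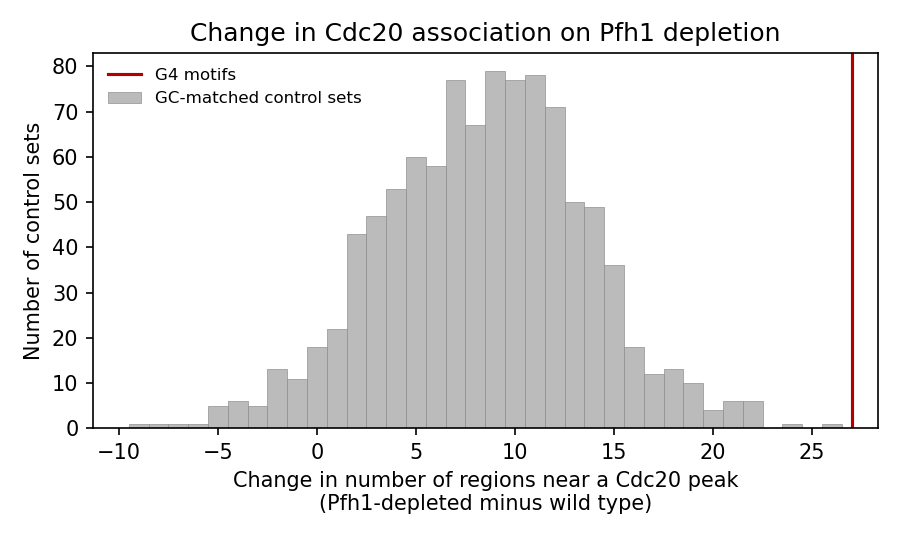
Rise in the number of regions near a Cdc20 peak from WT to Pfh1-depleted cells (horizontal axis) in 1000 GC-matched control sets (bars, number of sets) and for the G4 motifs (vertical line, 27). The highest control set rose by 26.

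**Figure D3:**
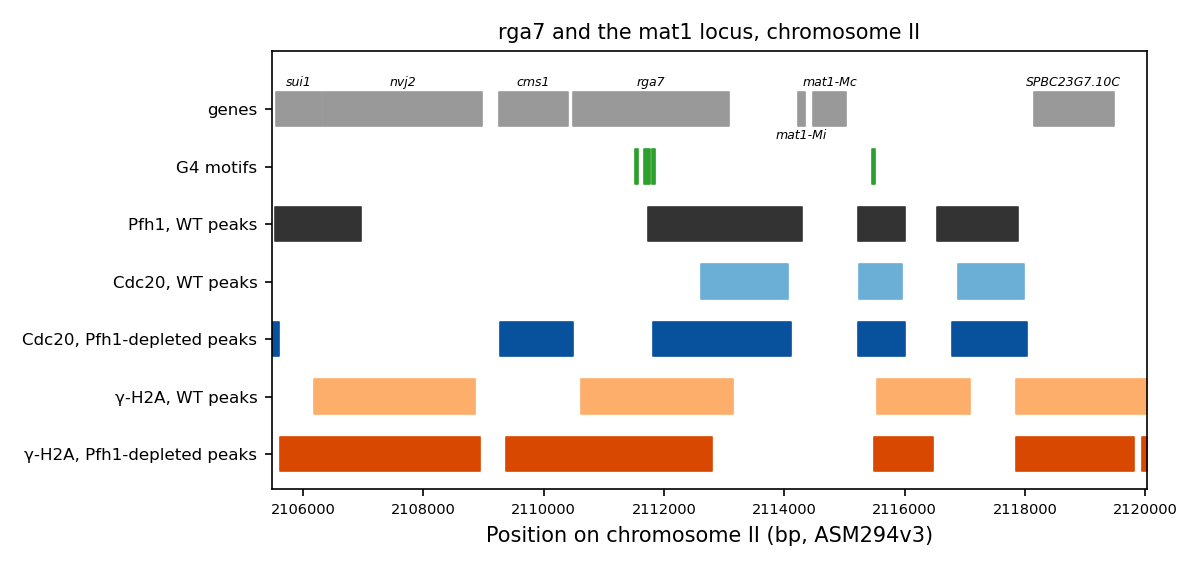
Map of *rga7* and the *mat1* locus on chromosome II (position in bp, ASM294v3) with protein-coding genes, G4 motifs and the peaks of each list. The Cdc20 peak of Pfh1-depleted cells begins at 2111816, over the last of the 3 motifs in *rga7*, and that of WT cells begins at 2112616.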

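Of the 90 motifs near a Pfh1 peak, 39 were near a Cdc20 peak in Pfh1-depleted cells, and of the 356 other motifs, 38 were (odds ratio 6.40, Fisher's exact test, two-sided, P = 1.91e-11). Motifs with loops of up to 12 bp, the alternative that moved this odds ratio most, gave 3.59, and the P-values of the 9 alternatives lay between 1.88e-12 and 0.0223.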

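In WT cells 36 of the 90 Pfh1-associated motifs (40%) and 14 of the 356 others (3.93%) were near a Cdc20 peak (odds ratio 16.3, Fisher's exact test, two-sided, P = 1.54e-17). With a window of 0 bp, the alternative that moved this odds ratio most, it was 45.1 (Fisher's exact test, P = 8.56e-22). With loops of up to 12 bp it was 9.96 (Fisher's exact test, P = 0.00108). Over all peaks, 221 of the 621 Pfh1 peaks (35.6%) overlapped a Cdc20 peak of WT cells by at least 1 bp. In the GC-matched control sets the same odds ratio, with 0.5 added to each cell, had a median of 14.7 and ranged from 7.67 to 30.7 in the central 95% of sets, against 15.8 at the motifs computed in this way.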

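The paper takes high Cdc20 binding as a sign of replication fork pausing. It concludes that in WT cells G4 motifs were not enriched among pause sites relative to other GC-rich regions, while the motifs with high Pfh1 binding were associated with them. For Pfh1-depleted cells it reads the excess of Cdc20-associated motifs over the control sets as fork pausing at a subset of G4 motifs.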

**Table 3:** **G4 motif association with high Pfh1 and Cdc20 occupancy**

**G4 Status**	**Pfh1 Status**	**Number of motifs**	**Number with Cdc20**	**% with Cdc20**	***P*** **-value**
G4 with Pfh1	Expressed	90	36	40%	**1.5E-17**
G4 w/o Pfh1	Expressed	356	14	4%	
G4 with Pfh1	Depleted	90	39	43%	**1.9E-11**
G4 w/o Pfh1	Depleted	356	38	11%	

G4 motifs associated with high Pfh1 occupancy are significantly more likely to be associated with replication fork pausing as indicated by high Cdc20 occupancy in both Pfh1-expressing (*P* = 1.5E-17) (Pfh1 status expressed) and Pfh1-depleted (Pfh1 status depleted) cells (*P* = 1.9E-11). G4, G-quadruplex.

To validate the high Cdc20-binding sites, we performed ChIP-qPCR in WT and Pfh1-depleted cells with the same primer pairs used to confirm Pfh1 association (Figure 2C). At the tRNA gene, and all three G4 motifs, we found significantly higher Cdc20 occupancy in Pfh1-depleted cells compared to WT cells (Figure 2C). Cdc20 occupancy in WT cells and Pfh1-depleted cells did not increase at the three GC-rich regions (Figure 2C).

### DNA damage occurs near G4 motifs

Phosphorylation of histone H2A is one of the earliest responses to a DSB. In *S. pombe*, H2A phosphorylation occurs in an area of approximately 25 kb on either side of a DSB, with the highest peaks around 5 kb from the break site [35]. To determine if fork pausing near G4 motifs resulted in DNA damage, we performed ChIP-seq using antibodies that recognize phosphorylated H2A (γ-H2A) [6,35]. As in the Cdc20 experiments, nmt-Pfh1-GFP cells were grown with or without thiamine for 12 hours and then processed for ChIP-seq and ChIP-qPCR.

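The γ-H2A experiment comprised 2 biological replicates each of the ChIP DNA from WT cells, of the ChIP DNA from Pfh1-depleted cells and of the input DNA, which according to the sample labels came from Pfh1-expressing cells. γ-H2A is histone H2A phosphorylated in the chromatin around a DNA break. The authors again merged the replicates before calling peaks and deposited 1 list per context. Since the modification spreads from a break, a motif was taken as associated when it lay within 5 kb of a peak, as in the paper. The control sets were those used for Pfh1 and Cdc20, and the rise on depletion was compared with the rise in each control set.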

We identified 179 γ-H2A peaks in Pfh1-expressing cells and 582 γ-H2A peaks in Pfh1-depleted cells. These peaks were associated with 77 and 177 G4 motifs, respectively (Figure 3A). 

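The γ-H2A peaks covered 2.00% of the nuclear chromosomes in WT cells and 9.01% in Pfh1-depleted cells. The median score was 83.8 in WT cells and 115 in Pfh1-depleted cells, and a score of at least 100 was reached by 74 peaks in WT cells and by 332 in Pfh1-depleted cells. Of the WT peaks, 139 (77.7%) overlapped a peak in Pfh1-depleted cells, and 133 of the peaks in Pfh1-depleted cells (22.9%) overlapped a WT peak.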

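Both contexts shared 69 of these motifs, 108 motifs were near a peak only in Pfh1-depleted cells, and 8 only in WT cells. The highest-scoring peak near a motif in Pfh1-depleted cells (score 3222) was at 3692998 to 3701551 on chromosome I, and the motif within 5 kb of it, at 3705100 to 3705168, lies in a coding exon of *ubr11* (SPAC15A10.11). In WT cells it was a peak of score 1152 at 2117851 to 2121291 on chromosome II, whose motif at 2115453 to 2115500 is intergenic, 425 bp from *mat1-Mc*. This peak too may belong to the fork barriers that the paper names at the mating-type locus.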

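Near γ-H2A peaks of WT cells, the control sets had on average 61.4 ± 7.53 regions (SD over 1000 control sets), and the G4 motifs were at 1.25 times this number (permutation test, upper-tail P = 0.0280). When motifs up to 10 kb apart were counted as 1 cluster, the ratio was 1.10 (permutation test, upper-tail P = 0.264).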

Even in the presence of Pfh1, G4 motifs were significantly enriched within 5 kb of γ-H2A peaks (Figure 3B, blue arrow and histogram; *P* = 0.021; 77 associations). This association was even stronger in Pfh1-depleted cells, with 177 G4 motifs with high γ-H2A levels (Figure 3B, red arrow and histogram; *P* = 0.014). Thus, G4 motifs were near sites of DNA damage in both Pfh1-expressing and Pfh1-depleted cells, but the number of damage-associated G4 motifs was much higher in the absence of Pfh1.

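For Pfh1-depleted cells the control sets had on average 157 ± 10.1 regions (SD over 1000 control sets) within 5 kb of a γ-H2A peak, and the motifs were at 1.13 times this number (permutation test, upper-tail P = 0.0370). The call was lost with a window of 1 kb (permutation test, upper-tail P = 0.137), with loops of up to 12 bp (upper-tail P = 0.0859) and when motifs up to 10 kb apart were counted as 1 cluster (upper-tail P = 0.125).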

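The number of motifs near a γ-H2A peak rose by 100 on depletion, and the number of control regions by 95.6 ± 9.93 (SD over 1000 control sets), so the rise at the motifs was within that of the control sets (permutation test, one-sided P = 0.334). With as many peaks taken from the Pfh1-depleted list as the WT list holds, the highest-scoring first, the rise at the motifs minus the control mean was −2.20 motifs (permutation test, lower-tail P = 0.414). From the numbers in the 2 contexts the paper concludes that G4 motifs are near sites of DNA damage with and without Pfh1, and that more of them are damage-associated in its absence.

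**Figure D4:**
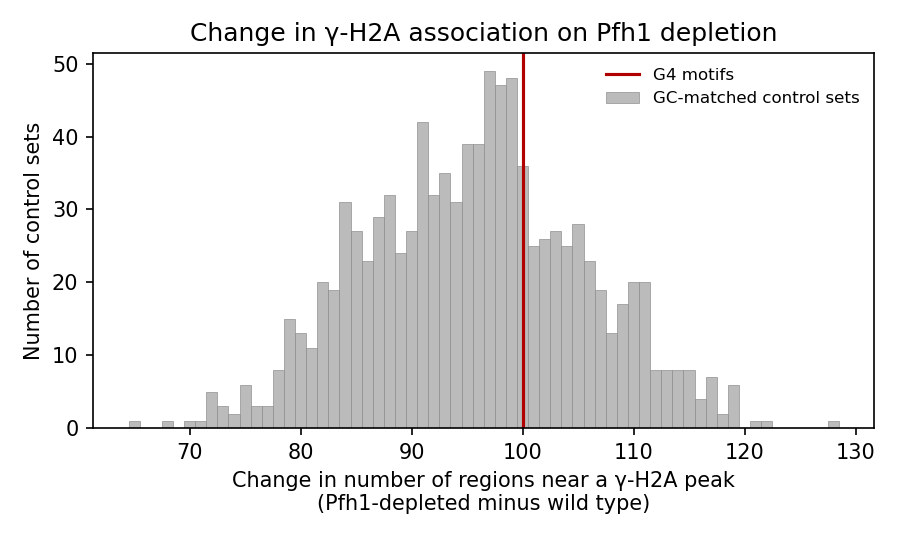
Rise in the number of regions near a γ-H2A peak from WT to Pfh1-depleted cells (horizontal axis) in 1000 GC-matched control sets (bars, number of sets) and for the G4 motifs (vertical line, 100). The control sets range from 65 to 128.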

**Figure 3:**
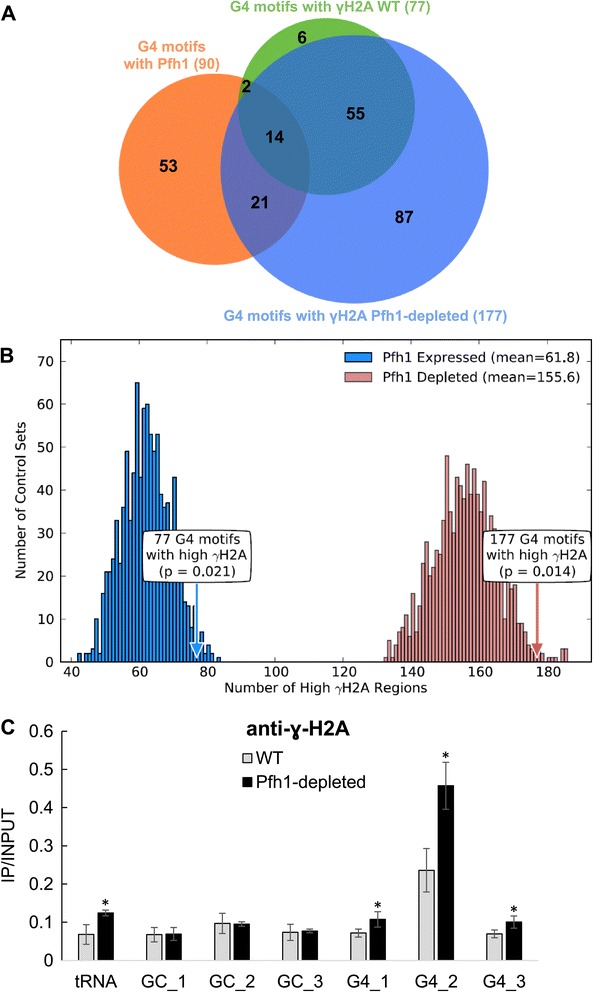
**G4 motifs are significantly associated with DNA damage. (A)** The Venn diagram shows the overlaps between G4 motifs that were associated with high Pfh1 (orange), high γ-H2A in WT cells (green circle), and high γ-H2A in Pfh1-depleted cells (blue circle). Nearly all G4 motifs with high γ-H2A in WT also had high γ-H2A in Pfh1-depleted cells. **(B)** G4 motifs were significantly associated with high γ-H2A in both Pfh1-expressing (blue) and Pfh1-depleted (red) cells. The significance of these associations was determined by comparison to the number of overlaps in 1,000 random control sets in both Pfh1-expressing (blue histogram) and Pfh1-depleted cells (red histogram). When Pfh1 was depleted, there was a dramatic increase in the amount of DNA damage at G4 motifs, as inferred from γ-H2A associations for Pfh1-depleted (155.6; red) versus Pfh1-expressing (61.8; blue) cells. In both contexts, the association of G4 motifs with high γ-H2A was significant (blue arrow; Pfh1-expressing, *P* = 0.021; red arrow; Pfh1-depleted, *P* = 0.014). **(C)** γ-H2A associated peaks were validated in WT and Pfh1-depleted cells by ChIP-qPCR using an anti- γ-H2A antibody as described in Figure 1C except that the primer pairs were located further from each test site (within 5 kb) to detect regions with the highest γ-H2A content. By two-tailed student t-test, all G4 motifs and the tRNA gene had significantly increased γ-H2A in Pfh1-depleted cells compared to WT cells (*P* ≤ 0.05). ChIP, chromatin immunoprecipitation; G4, G-quadruplex; qPCR, quantitative PCR; WT, wild type.

As for Cdc20 occupancy, we validated the γ-H2A peaks with ChIP-qPCR using anti-γ-H2A antibodies in WT and Pfh1-depleted cells (Figure 3C). Both the tRNA gene and the three G4 motifs had significantly increased γ-H2A levels in Pfh1-depleted cells compared to WT cells (Figure 3C). We did not detect a significant increase for the three investigated GC-rich regions (Figure 3C).

To determine if DNA damage was more likely to occur at individual G4 sites in Pfh1-depleted versus WT cells, we compared the *P*-values for the γ-H2A peaks at a given G4 motif in Pfh1-expressing and Pfh1-depleted cells. We used the same number of ChIP-seq reads from both contexts so that *P*-values from the two conditions could be compared. G4 motifs without an overlapping peak in a given context were assigned a P-value of 1. The mean *P*-value decreased from 0.003 in Pfh1-expressing cells to 1E-14 in Pfh1-depleted cells, and the peak *P*-values in Pfh1-depleted cells were consistently more significant [see Additional file 4; *P* approximately 0, Wilcoxon signed-rank test]. These findings suggest that the probability of DNA damage at a given G4 motif is higher in Pfh1-depleted versus Pfh1-expressing cells.

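For each motif the highest γ-H2A score within 5 kb was taken from each deposited list, with a score of 0 where there was no peak. The paper states that equal numbers of reads were used for this comparison, and the deposited lists do not give read numbers. The score differed between the contexts at 185 motifs, and it was higher in Pfh1-depleted cells at 160 of them (86.5%) and lower at 25 (signed-rank statistic, sign-flip permutation test with 100000 resamples, two-sided, P = 1e-05, the smallest they can give). With as many peaks taken from the Pfh1-depleted list as the WT list holds, the score was higher in Pfh1-depleted cells at 72 of 121 motifs (59.5%), and since these peaks were chosen by their scores, no test of the scores was drawn from this. The geometric mean of the *P*-values that the scores stand for was 0.00279 in WT cells and 2.35e-14 in Pfh1-depleted cells. Among peaks present in both lists, the score was higher in Pfh1-depleted cells at 43 of 55 peaks within 5 kb of a motif (78.2%) and at 61 of 84 peaks farther away (72.6%). The latter include peaks on a telomeric contig and a mating type contig, which were not searched for motifs.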

### In the absence of Pfh1, G4 motifs associated with replication fork stalling are more likely to result in double strand breaks

To combine the observations on G4 motifs, Pfh1 presence, replication fork slowing and DNA damage in Pfh1-depleted cells, we analyzed the association between high Cdc20 occupancy and γ-H2A levels at G4 motifs in Pfh1-expressing and Pfh1-depleted cells. 

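In WT cells 11 of the 50 Cdc20-associated motifs (22%) and 66 of the 396 others (16.7%) were within 5 kb of a γ-H2A peak (odds ratio 1.41, Fisher's exact test, two-sided P = 0.327, one-sided P = 0.225).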

When Pfh1 was expressed, G4 motifs with high Cdc20 occupancy were no more or less likely to be near a site of DNA damage, as marked by γ-H2A, than G4 motifs without Cdc20 (*P* = 0.23, Fisher’s exact test; Table 4). However, when the same test was performed on data from Pfh1-depleted cells, there was a highly significant association between high Cdc20 occupancy at G4 motifs and nearby damage (*P* = 8.7E-6; Table 4). These data suggest that in WT cells Pfh1 prevents breakage of forks that pause at G4 sites.

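In Pfh1-depleted cells 48 of the 77 Cdc20-associated motifs and 129 of the 369 others were within 5 kb of a γ-H2A peak (odds ratio 3.08, Fisher's exact test, two-sided P = 1.12e-05, one-sided P = 8.73e-06). The call was lost with a γ-H2A window of 1 kb (odds ratio 1.403, Fisher's exact test, P = 0.324) and with equal numbers of γ-H2A and of Cdc20 peaks in both contexts (odds ratio 1.65, P = 0.123).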

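The difference between the contexts was tested itself by swapping the 2 contexts at random within each motif. The log odds ratio was higher by 0.747 in Pfh1-depleted cells (permutation test with 100000 resamples, two-sided P = 0.0428). With a γ-H2A window of 1 kb the difference had the opposite sign (−0.283, permutation P = 0.552), and with peaks of a score of at least 100 it was 0.0841 (P = 0.858). With equal numbers of peaks in both contexts it was 0.145 (permutation P = 0.752). The swap treats the contexts as exchangeable, while the Pfh1-depleted lists hold more peaks, so a low P may also reflect unequal lists. The paper proposes, from an association found only after depletion, that Pfh1 prevents breakage of forks that pause at G4 sites in WT cells.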

**Table 4:** **The association between G4 motifs, replication fork pausing and DNA damage is Pfh1 dependent**

**G4 Status**	**Pfh1 Status**	**Number of motifs**	**Number with high** **γH2A**	**% with high** γ**H2A**	***P*** **-value**
G4 motifs with high Cdc20	Expressed	50	11	22%	**0.23**
G4 motifs w/o high Cdc20	Expressed	396	66	17%	
G4 motifs with high Cdc20	Depleted	77	48	62%	**8.7E-6**
G4 motifs w/o high Cdc20	Depleted	369	129	35%	

In Pfh1-depleted cells (Pfh1 status depleted), G4 motifs associated with replication fork pausing (high Cdc20) were much more likely to result in DNA damage (high γH2A occupancy) than G4 motifs that were not associated with fork pausing. Fisher’s exact test was used to calculate *P*-values. G4, G-quadruplex.

### Features of G4 motifs that are Pfh1- and DNA damage-associated

In total, 251 of the 446 G4 motifs in the *S. pombe* genome were associated with Pfh1, fork pausing (Cdc20) and/or DNA damage (γ-H2A). 

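With the windows of 300 bp for Pfh1 and Cdc20 and 5 kb for γ-H2A, 251 motifs (56.3%) were near at least 1 peak of the 5 lists. Of these, 10 were near a Cdc20 or γ-H2A peak only in WT cells and so belonged to neither Class II nor Class III.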

Based on their relationship with Pfh1, we defined three classes of G4 motifs. The first class contained 90 G4 motifs that were Pfh1 associated in WT cells (Class I). The second class consisted of 100 Pfh1-sensitive G4 motifs; that is, these motifs were sites of fork slowing and/or DNA breakage only in Pfh1-depleted cells (Class II). 

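Of the Class II motifs, 7 were near a Cdc20 peak only, 80 near a γ-H2A peak only and 13 near both in Pfh1-depleted cells. In the GC-matched control sets, the number of regions that met the definition of Class II was 98.4 ± 8.72 (SD over 1000 control sets).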

The third class consisted of 106 G4 motifs that were sites of fork slowing and/or DNA damage in both WT and Pfh1-depleted cells (Class III). 

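Of the Class III motifs, 34 were near a Cdc20 peak only, 61 near a γ-H2A peak only and 11 near both in WT cells. In Pfh1-depleted cells the numbers were 22, 49 and 35. In the GC-matched control sets, 85.2 ± 8.41 regions (SD over 1000 control sets) met the definition of Class III. Restricted to peaks with a score of at least 100, Class III held 57 motifs.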

By definition, there was no overlap between Class II and Class III, but Class I motifs could also be in either Class II or III.

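Of the 90 motifs near a Pfh1 peak, 35 (38.9%) were near neither a Cdc20 nor a γ-H2A peak in either context.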

Nearly 40% of Class I motifs were not sites of genome instability in either WT or Pfh1-depleted cells. This finding suggests that these G4 motifs do not form G4 structures, at least during S phase, or that these motifs are resolved by a different helicase in Pfh1-depleted cells. 

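A Pfh1 peak in WT cells was near 8 of the 100 motifs with a Cdc20 or γ-H2A peak only in Pfh1-depleted cells (8%), and near 39 of the 240 motifs in neither Class II nor Class III (16.2%; odds ratio 0.448, Fisher's exact test, two-sided, P = 0.0568).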

Only eight (9%) of the Pfh1-sensitive (Class II) motifs were Pfh1-associated (Class I) in WT cells, a surprising finding (see Discussion). In contrast, Pfh1 was detected at 40% of Class III sites, but this binding was not sufficient to prevent damage in WT cells. However, pausing, as monitored by levels of Cdc20 occupancy, was higher at 70% of these sites in Pfh1-depleted cells compared to WT cells (*P* = 0.015, Additional file 5); that is, the presence of Pfh1 did facilitate replication at many Class III sites.

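A Pfh1 peak was near 43 of the 106 Class III motifs (40.6%), and the odds of one at a Class II motif were 0.127 times those at a Class III motif (Fisher's exact test, two-sided, P = 4.09e-08).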

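At the 43 motifs in both Class I and Class III, the highest Cdc20 score within 300 bp was compared between the deposited lists, with 0 where there was no peak. The paper states that equal numbers of reads were used for its Cdc20 comparison too, and the deposited lists do not give read numbers. The score had a median of 216 in WT cells and 452 in Pfh1-depleted cells. At 38 motifs the score differed, and it was higher in Pfh1-depleted cells at 26 (68.4%) and lower at 12 (signed-rank statistic, sign-flip permutation test with 100000 resamples, two-sided, P = 0.0352). The call was lost with the mean difference in place of the ranks (permutation P = 0.129) and among motifs with a peak in both contexts (20 of 31 higher, P = 0.207). Away from these motifs, 231 of 349 Cdc20 peaks present in both lists (66.2%) had a higher score in Pfh1-depleted cells.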

We explored genomic features associated with the three categories of G4 motifs to see if any attributes distinguished them from each other and those seen when all G4 motifs were considered together. The 90 Class I G4 motifs lacked the associations seen when considering G4 motifs overall, except for being enriched at meiotic DSB hotspots. The only other significant association for this class was overrepresentation within the 500 most highly transcribed RNA polymerase II genes (36 of the 90 motifs; q <0.008). 

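Of the 500 genes in Additional file 6, 496 were found in the ASM294v3 annotation by their systematic names. Of the 90 Class I motifs, 34 overlapped one of them, against 18.7 ± 3.84 on average (SD over 1000 control sets) for the control regions of these motifs (permutation test, one-sided P = 0.001, the smallest possible). Over all motifs, 52 overlapped a highly transcribed gene.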

Remarkably, in almost all (88%) of these cases, the G4 motif was on the transcribed strand of the highly transcribed gene. This strand bias was significantly stronger than the bias observed for G4 motifs overall (87% versus 72%; *P* = 0.0002, Fisher’s exact test). This enrichment was particularly striking given the significant depletion of G4 motifs in ORFs when all G4 motifs were considered (q <0.004; Table 2). 

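Of the Class I motifs in coding exons of the highly transcribed genes, 29 of 31 (93.5%) had their G-islands on the transcribed strand.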

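Of the Class I motifs in coding exons, 60 of 69 (87.0%) had their G-islands on the transcribed strand, against 157 of the 232 other motifs in coding exons (67.7%; odds ratio 3.18, Fisher's exact test, two-sided, P = 0.00130). Compared with all motifs in coding exons, of which Class I is a part, the two-sided P was 0.00901. With loops of up to 12 bp, 11 of 12 Class I motifs were on the transcribed strand (Fisher's exact test, P = 0.402).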

Genomic attributes for Class II and III G4 motifs were similar to the patterns observed for G4 motifs overall (Additional file 3).

## Discussion

Although Pif1 family helicases are found in almost all eukaryotes, virtually all *in vivo* evidence for their role at G4 motifs comes from budding yeast. To determine if the deleterious impact of unresolved G4 structures and the positive role of Pif1 family helicases at these structures holds true in other organisms, we used an integrated computational and experimental approach in *S. pombe*, an organism that diverged from *S. cerevisiae* more than a billion years ago. These studies are particularly important because budding yeast is unusual in encoding two Pif1 helicases, ScPif1 and ScRrm3, while most eukaryotes encode only one (reviewed in [4]). The two *S. cerevisiae* helicases, ScPif1 and ScRrm3, have multiple, often conflicting, roles in genome integrity, so it is not clear how findings on ScPif1 and ScRrm3 translate to organisms with a single Pif1 helicase. In addition, by multiple criteria, *S. pombe* chromosomes are more similar to mammalian chromosomes than *S. cerevisiae* chromosomes [36]. Thus, the sole *S. pombe* Pif1 family helicase, Pfh1, is a more apt model for the mammalian enzyme.

### Consistent patterns in the genomic distribution of G4 motifs across three diverse species

The genomic features associated with G4 motifs in *S. pombe* were strikingly similar to those seen in the *S. cerevisiae* and human nuclear genomes [15,26,37], supporting the conservation of G4 motif biology across more than one billion years of evolution. In particular, three functional regions are G4-rich and a fourth is G4-poor in the three organisms. First, promoters of RNA polymerase II transcribed genes in *S. pombe* contained more G4 motifs than expected (Table 2). Likewise in budding yeast and humans, G4 motifs are enriched within 850 bp and 1 kb, respectively, of the transcriptional start site, suggesting a common regulatory function for G4 motifs [17,26]. This correlation also agrees with our finding that *S. pombe* G4 motifs were enriched in NDRs, regions that are found in the majority of promoters [38]. Second, as in budding yeast and humans, the S. pombe rDNA was enriched with G4 motifs [15,26,27,39]. In *S. pombe* and *S. cerevisiae*, they were only present on the non-transcribed strand [15,26]. The fact that the G4 motifs are over-represented in rDNA in evolutionarily diverse organisms argues that this arrangement has functional importance. For example, formation of G4 structures in the non-transcribed strand could facilitate high transcription rates by sequestering the transcribed template to prevent re-annealing to the G4-rich complementary strand. Third, telomeres in yeast, human and many other species contain G4 motifs. *S. pombe* telomeres are no exception; they have the highest density of G4 motifs of any region in the *S. pombe* genome: 4.5 G4 motifs per kb, which is even higher than expected from the high GC content of telomeric DNA. G4 structures form *in vivo* in a cell cycle dependent manner in ciliate and human telomeric DNA [9,10,13], and their presence is proposed to protect ends from nuclease degradation, and/or affect telomerase recruitment [40-42]. The fact that telomeres bear constitutive single-stranded G-tails makes them strong candidates for G4 formation, unless proteins or other structures (for example, t-loops) prevent their formation. The fourth conserved association of G4 motifs in all three organisms is their depletion from ORFs (Table 2) [11,15].

Taken together, these common patterns in the genomic distribution of G4 motifs add to the increasing evidence that G4 structures have regulatory functions that are maintained by selection and that likely counterbalance their negative effects on genome stability [15,16,26,37]. However, in certain contexts, such as ORFs, the price of their negative effects may be too steep, leading to selection against G4 motifs in these regions.

### Pfh1 suppresses G4-induced genomic instability in *S. pombe*

We provide multiple lines of evidence that support the importance of Pfh1 in suppressing G4-induced genomic instability in *S. pombe*. First, 20% of G4 motifs had high Pfh1 occupancy, consistent with the possibility that Pfh1 acts at a subset of G4 motifs *in vivo*. This number is likely an underestimate. For example, only 9% of the Class II Pfh1-sensitive sites had significant Pfh1 binding; yet their dependence on Pfh1 argues that all of these sites may bind Pfh1. We attribute the lack of detectable binding at most Class II sites to the speed with which Pif1 family helicases unwind G4 structures [19], the stringent criteria used to identify binding sites, and technical difficulties detecting DNA helicases by ChIP [18]. In contrast to Class II sites, Pfh1 was detected at 40% of Class III sites. This finding suggests that G4 structures persist longer at Class III than at Class II sites. For example, at Class III G4 motifs, G4 structures may reform after Pfh1 action, leading to repeated cycles of Pfh1 binding and unwinding at the site. This hypothesis could also explain why Class III G4 motifs were sites of replication fork slowing and/or DNA damage even in WT cells. Our data also likely underestimate the fraction of G4 motifs that form G4 structures: other helicases might act at other G4 motifs, while some G4 structures may form only outside of S phase or only in specific growth conditions. Of course, some G4 motifs may rarely or never form G4 structures.

The second result supporting a role for Pfh1 at G4 motifs is that replication pausing at G4 motifs, as monitored by high Cdc20 occupancy, was much higher in Pfh1-depleted than in WT cells (Figure 2). Moreover, G4 motifs that were associated with Pfh1 in WT cells were much more likely to be associated with replication fork pausing than those that were not bound by Pfh1 (Table 3). Third, G4 motifs were significantly associated with DNA damage, as indicated by the presence of γ-H2A. Some G4 motifs were sites of damage even in the presence of Pfh1, but this association and γ-H2A levels were considerably stronger in its absence (Figure 3; Additional file 4). Moreover, when Pfh1 was depleted, G4 motifs with replication fork pausing (high Cdc20) were much more likely to result in DNA damage than G4 motifs without pausing (62% versus 35%; Table 1).

As in budding yeast and humans, G4 motifs in *S. pombe* were underrepresented within ORFs (Table 2). However, when *S. pombe* G4 motifs did occur in ORFs, they were enriched on the transcribed strand (72%; *P* <1E-12). This enrichment was particularly marked for the Pfh1-associated G4 motifs (87%). Furthermore, this enrichment was especially high among the top 500 most highly transcribed RNA polymerase II genes (94%; *P* <0.001; Additional file 6). Although a recent report demonstrated that highly expressed genes may be biased for high ChIP-seq signals [43], fork slowing in highly expressed *S. pombe* genes and its increase in Pfh1-depleted cells, are detected by two-dimensional gels as well as by ChIP [6]. The G4 motifs in ORFs tended to fall within the first half of the ORF (62%), but G4 motifs were observed near the ends of genes as well [see Additional file 7]. A similar strand bias was seen when only considering G4 motifs that overlapped 5′ and 3′ UTRs, 74 % (35/47) and 77% (37/48), respectively, were found on the transcribed strand. A G4 motif on the transcribed strand is expected to inhibit RNA polymerase progression. One possibility is that this class of G4 motifs regulates transcription elongation: transcription could start but then pause at the G4 motif until the regulated recruitment of Pfh1 allows G4 unwinding and resumption of transcription. This type of regulation is particularly appealing in multi-cellular organisms where developmentally regulated genes are often controlled by activation of a paused RNA polymerase [44]. Alternatively, Pfh1 bound to G4 motifs within highly transcribed genes might facilitate RNA removal and inhibit R-loop formation. This speculation is based on the unusual property of budding yeast Pif1, which has higher unwinding activity on RNA/DNA compared to DNA/DNA hybrids [45].

## Conclusions

The evolutionary conservation of G4 motif enrichment in promoters, rDNA and telomeres in two distantly related yeasts and humans argues that they have functions in each of these regions. Their depletion from the protein-coding ORFs in the three organisms, as well as their association with fork stalling and DNA breakage in the two yeasts, demonstrates that their positive roles come with a negative impact on genome integrity. These negative effects are mitigated in both *S. cerevisiae* and *S. pombe* by the action of Pif1 family helicases. We propose that processing of G4 structures by Pif1 family helicases is a common and evolutionarily conserved mechanism.

## Methods

### ChIP and preparation of libraries for DNA sequencing

All yeast strains used in this study are listed in Additional file 8. ChIP experiments were performed as described previously [6]. Briefly, cells were cross-linked in 1% formaldehyde at 25°C for five minutes. The chromatin was sheared to an average of approximately 300 bps length with a Covaris E220 system and immunoprecipitated with anti-Myc antibody (Clontech Laboraties, Mountain View, California, USA Cat. nr 631206), γ-H2A antibody (a kind gift from C. Redon) or anti-HA antibody (Santa Cruz biotechnologies, Dallas, Texas, USA Cat nr. sc.7392x). Both input and immunoprecipitated DNA were purified and quantified by real-time PCR using primers for *ade6* and *STE*. A sample of 20 ng DNA was used to prepare a sequencing library with the TruSeq DNA sample preparation kit v2 (Illumina, San Diego, California, USA Cat nr. FC-121-2001) as described by the manufacturer. The libraries were sequenced with the Illumina HiSeq 2000 sequencing platform at Princeton University (Princeton, NJ, USA). Two biological replicates were sequenced for each experiment.

### ChIP combined with quantitative PCR

ChIP experiments were performed as described above. Both input and immunoprecipitated DNA were purified and quantified by quantitative PCR (Roche Diagnostics, Indianapolis, Indiana, USA Lightcycler® 96 instrument) with either primer pairs for tRNA glu.05, GC_1, GC_2, GC_3, G4_1, G4_2, or G4_3 [see Additional file 9 for primer sequences]. For γ-H2A ChIP-qPCR, the primer pairs were designed within a 5 kb region of the tRNA gene, the GC-rich region, and the G4-motifs [see Additional file 9]. For strains expressing Pfh1-13Myc, an untagged strain was used as a control (YSP3; Additional file 8). The IP/input ratio was calculated by dividing immunoprecipitated DNA by input DNA. The data presented are an average of three independent cultures.

### Sequence analysis and peak calling

The 101 bp single-end sequencing reads were analyzed using tools available in the Galaxy platform [46]. Reads were mapped to the *S. pombe* genome (Pombase_09052011) [47] using Bowtie [48], permitting two mismatches in the seed (seed length 28 bp). Reads were mapped to the genome for both input and ChIP samples. Only uniquely mapped reads were included in the alignments. Peaks were identified with MACS1.4 [49] using the following settings: bandwidth of 300 (DNA shearing size), *P*-value cutoff of 10^-5^ and tag size of 101. Input DNA was used as the control. The average peak size was 1,838 ± 983 bp (± standard deviation) for the 621 Pfh1-associated regions, 1,526 ± 717 bp for the 485 high Cdc20-associated regions in Pfh1-expressing cells and 1,666 ± 860 bp for the 517 high Cdc20-associated regions in Pfh1-depleted cells. 

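In the deposited lists the mean width was 1839 ± 983 bp (SD over peaks) for Pfh1, 1526 ± 717 bp for Cdc20 in WT cells and 1667 ± 860.0 bp for Cdc20 in Pfh1-depleted cells. The medians were 1477 bp, 1271 bp and 1403 bp.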

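The γ-H2A peaks of the deposited lists were 1486 ± 742 bp wide (SD over peaks, median 1285 bp) in WT cells and 1974 ± 1071 bp (median 1649 bp) in Pfh1-depleted cells.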

The 179 high γ-H2A peaks in Pfh1-expressing cells were 1,486 ± 742 bp, and the 582 γ-H2A peaks in Pfh1-depleted cells were 1,974 ± 1071 bp. All sequence data are deposited with the GEO accession number GSE59178.

### G4 motif identification

The genome sequences and alignments for *S. pombe*, *S. octosporus*, *S. cryophilus* and *S. japonicus* were downloaded from the supporting web site for Rhind *et al*. [22] on May 3, 2012. We identified the location of all DNA sequences in the nuclear and mt genomes with the potential to form G4 structures (‘G4 motifs’) using a previously described regular expression search program with a minimum G-island length of 3 and a maximum loop length of 25 bp [15]. Because the current *S. pombe* genome assembly does not include telomeres, we also scanned the sequence of DNA in a recently sequenced telomere library (Webb and VAZ, submitted). Using alignments of the nuclear genomes of the four fission yeasts, we analyzed G4 motif evolutionary conservation. In this analysis, any G4 motif for which the aligned portion of another genome contained a G4 motif was considered conserved between the two species.

### Analysis of G4 motif associations with genomic features

To explore potential functions for G4 motifs, we compared their genomic distribution in *S. pombe* with known functional genomic regions. We considered the following genome annotations: ORFs, dubious genes, essential genes, highly expressed genes [22], origins of replication from OriDB [50], telomeres (Webb and VAZ, submitted), LTRs, 5S rRNA, tRNAs, centromeres, NDRs [see Additional file 10] [38] called using Podbat [51], rDNA repeats and meiotic DSB hot spots [52]. Unless otherwise noted, these annotations were taken from PomBase [47]. The highly transcribed genes were determined from the RNA-seq data collected by [22]. We took the 500 genes with the highest expression in fragments per kilobase per million reads (FPKM) from their combined dataset, which summarized expression patterns from cells in log phase, glucose depletion, early stationary phase, and heat shock [see Additional file 6]. Results were similar when we considered only the 100 most highly expressed genes.

Regions that overlapped a G4 motif were considered to be associated with the G4. We also computed the association of G4 motifs with the Pfh1, Cdc20 and γ-H2A peaks determined here by ChIP-seq. For the γ-H2A analysis, a 5 kb window on both sides was used to determine G4 motif associations, as DNA damage results in maximal phosphorylation in a roughly 5 kb region on either side of the break [35]. 

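At windows of 0 and 500 bp, 37 and 61 motifs were near a Cdc20 peak in WT cells, and 56 and 91 in Pfh1-depleted cells. The rise on depletion exceeded the mean rise of the control sets by 12.0 motifs at 0 bp (permutation test, one-sided P = 0.00999) and by 21.3 motifs at 500 bp (P = 0.001, the smallest possible). The excess in Pfh1-depleted cells itself was lost at 0 bp (1.18 times the control mean, permutation P = 0.125). The deficit of motifs near Pfh1 peaks was lost at 500 bp (0.893 times the control mean, permutation P = 0.0909).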

For Pfh1 and Cdc20 peaks, a window of 300 bp, the DNA shearing size, was used, but our main results held with windows of 0 and 500 bp.

To evaluate the significance of observed associations between G4 motifs and genomic annotations, we performed simulations to obtain an empirical *P*-value. The number of associations expected at random if there were no functional relationship between two sets of genomic regions (for example, G4 motifs and essential genes) depends on many factors, including their lengths, distribution across the chromosomes, and nucleotide contents. To account for these factors, we generated 1,000 random ‘control’ sets of genomic regions. Each of these sets consisted of 446 individual genomic regions—one for each of the observed G4 motifs. Each of these individual regions was randomly placed on the genome with three constraints. First, it had to be on the same chromosome as its corresponding G4 motif; second, it had to have the same length as the G4 motif; and third, it had to have the same GC content as the G4 motif. As a result, each of the 1,000 random control region sets had the same length, chromosome and GC content distribution as the actual G4 motifs. To obtain a *P*-value for an observed association between the G4 motifs and a genomic annotation of interest, we compared it to the number of associations for each of the 1,000 control region sets with the same annotation. The *P*-value was the number of the random control sets in which a more extreme association was observed. When indicated, we also considered control region sets that were not constrained to match the GC content of the G4 motifs. To account for the testing of multiple hypotheses in this analysis, we computed q-values from the *P*-values using the *qvalue* program [53]. The q-value for a test is the FDR that results if that test is called significant. All associations with q less than 0.05 were considered significant.

## Additional files

Additional file 1:
**Location and sequence of G4 motifs in the genomes of four fission yeast species.**
Additional file 2:
**List of** ***S. pombe*** **telomere sequences.**
Additional file 3:
**Analysis of association of genomic features for several classes of G4 motifs.**
Additional file 4:
**Comparison of G4 motif** **γ-H2A peak** ***P*** **-values in Pfh1-depleted cells and Pfh1-expressing cells.** Each circle represents a G4 motif. G4 motifs for which the maximum nearby γ-H2A peak *P*-value was more extreme in Pfh1-depleted cells are colored red; G4 motifs with the more extreme γ-H2A peak *P*-value in Pfh1-expressing cells are colored blue. The γ-H2A peak *P*-values observed in Pfh1-depleted cells are significantly more extreme than those in Pfh1-expressing cells (*P* ≈ 0, Wilcoxon signed-rank test). G4 motifs that did not overlap γ-H2A peaks were plotted at zero. We obtained similar results when only considering G4 motifs associated with peaks in both contexts (*P* = 2.9E-6). 

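At the 69 motifs with a γ-H2A peak in both contexts, the score was higher in Pfh1-depleted cells at 52 (75.4%; sign-flip permutation test, two-sided, P = 1e-05, the smallest that 100000 resamples can give).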

The same number of ChIP-seq reads were used in both contexts to identify γ-H2A peaks and *p*-values. Additional file 5:
**G4 motifs associated with Pfh1 and Pfh1-independent DNA damage.** G4 motifs associated with Pfh1 (class I) and Pfh1-independent DNA damage (class III) have more extreme Cdc20 occupancy peak *P*-values in Pfh1-depleted cells than Pfh1-expressing cells (*P* = 0.015, Wilcoxon signed-rank test). Each circle represents a G4 motif. G4 motifs for which the maximum nearby Cdc20 peak *P*-value was more extreme in Pfh1-depleted cells are colored red; G4 motifs with more extreme Cdc20 peak *P*-value in Pfh1-expressing cells are colored blue. The same numbers of ChIP-seq reads were used in both contexts to identify Cdc20 peaks and *P*-values. Additional file 6:
**List of the 500 highest transcribed genes.**
Additional file 7:
**Pfh1-associated G4 motifs are enriched on the transcribed strand.** (A) Pfh1-associated G4 motifs (class I) are significantly enriched on the transcribed strand of genes. They also show a slight bias to occur in the first half of the ORF, but they are observed near the ends of genes as well. The histogram gives the number of G4 motifs found at a given fraction of the total length of the gene across all class I G4 motifs in ORFs. (B) Similar patterns are observed for Pfh1-associated G4 motifs found in highly transcribed genes. Additional file 8:
**List of yeast strains used in this study.**
Additional file 9:
**List of primer pairs used for ChIP-qPCR.**
Additional file 10:
**List of the genomic location, the average signal intensity and length of NDRs.**

# Supplementary material for: The essential Schizosaccharomyces pombe Pfh1 DNA helicase promotes fork movement past G-quadruplex motifs to prevent DNA damage
**Source:** BMC Biol. 2014 Dec 4;12:101. doi: 10.1186/s12915-014-0101-5
**Supplement:** Additional file 8: — List of yeast strains used in this study.

Additional file 8. Yeast strains used in this study

| Strain | Genotype | Source |
| --- | --- | --- |
| YNS29 | h^-^ *ade6-210 leu1-32::pJk148-pfh1-13Myc-kanmx6 ura4-D18 his3-D1* | (Sabouri et al. 2012) |
| YSA60 | h^+^ *ade6-M21x leu1-32 ura4-D18 his3-D1 telo-his3+ pfh1::ura4^+^-nmt-pfh1-GFP* | (Pinter et al. 2008)^a^ |
| YNS119 | h^-^ *cdc20+::cdc20-3HA-kanmx6 pfh1::ura4+-nmt-pfh1-GFP ura4-D18 leu1-32 his3-D1* | This study |
| YSP3 | h^-^ *leu1-32 his3-D1 ura4-D18 ade6-M210* | (Pinter et al. 2008) |

*derivative of YSP383 (Pinter at al. 2008)

# Supplementary material for: The essential Schizosaccharomyces pombe Pfh1 DNA helicase promotes fork movement past G-quadruplex motifs to prevent DNA damage
**Source:** BMC Biol. 2014 Dec 4;12:101. doi: 10.1186/s12915-014-0101-5
**Supplement:** Additional file 9: — List of primer pairs used for ChIP-qPCR.

Additional file 10. Primer sequences used for quantitative PCR

| **Site** | **Sequence 5’-3’** |  | **Strand** | **Location of site** | **ChIP** |
| --- | --- | --- | --- | --- | --- |
| G4_1 | ATCATCATCACCGTCCGTCG | | Forward | chrII_524370 | Pfh1/Cdc20 |
| G4_1 | ACATTCGCAAACCCTGACCT | | Reverse | chrII_524370 | Pfh1/Cdc20 |
| G4_1 | GCTCTCTCTGCATCATCGCT | | Forward | chrII_524370 | γ-H2A |
| G4_1 | ATATGCCGGTCGTTTGGGTT | | Reverse | chrII_524370 | γ-H2A |
| G4_2 | AACCGTTTGTGTCATTGGCG | | Forward | chrII_2111669 | Pfh1/Cdc20 |
| G4_2 | CCCTGCCTTCCCAAACTCAT | | Reverse | chrII_2111669 | Pfh1/Cdc20 |
| G4_2 | AACCGTTTGTGTCATTGGCG | | Forward | chrII_2111669 | γ-H2A |
| G4_2 | CCCTGCCTTCCCAAACTCAT | | Reverse | chrII_2111669 | γ-H2A |
| G4_3 | ATGCAACGTTTCACCGCTTC | | Forward | chrII_1269935 | Pfh1/Cdc20 |
| G4_3 | AGCGACCATAAGGAACGTCG | | Reverse | chrII_1269935 | Pfh1/Cdc20 |
| G4_3 | CGTTTCTCGCTGCTTGCTTT | | Forward | chrII_1269935 | γ-H2A |
| G4_3 | GCTGACTTTTTACCCCCGGA | | Reverse | chrII_1269935 | γ-H2A |
| GC_1 | CTGCCTCGCCATAGTCTTGT | | Forward | chrI_218950 | Pfh1/Cdc20 |
| GC_1 | TGGGGAGTGCTATGAACACG | | Reverse | chrI_218950 | Pfh1/Cdc20 |
| GC_1 | ACGTGTTTTGTTTACGGCAGA | | Forward | chrI_218950 | γ-H2A |
| GC_1 | TGAAATTTCCAGCGACTGCT | | Reverse | chrI_218950 | γ-H2A |
| GC_2 | TTGACCAAAAGCATGGCTGC | | Forward | chrII_1974700 | Pfh1/Cdc20 |
| GC_2 | GCAACTTCTCGTCTTTGGCG | | Reverse | chrII_1974700 | Pfh1/Cdc20 |
| GC_2 | TCTTTCATGCCAGCTTCGGT | | Forward | chrII_1974700 | γ-H2A |
| GC_2 | GCTGGTCTTGTTGGTACGGA | | Reverse | chrII_1974700 | γ-H2A |
| GC_3 | CACGACAACGGCCCAAAAAT | | Forward | chrII_2227750 | Pfh1/Cdc20 |
| GC_3 | GGACAAAACAGCGCTTGGAA | | Reverse | chrII_2227750 | Pfh1/Cdc20 |
| GC_3 | TCCATGCTTGGTTCTGCTGT | | Forward | chrII_2227750 | γ-H2A |
| GC_3 | TTCCGGTCCAGCTCAGAAAA | | Reverse | chrII_2227750 | γ-H2A |
| tRNA glu.05 | CAAAGATTGGGATGCTATGACAC | | Forward | chrII_820491 | Pfh1/Cdc20 |
| tRNA glu.05 | TGCGTACAAGACTTGGATGAG | | Reverse | chrII_820491 | Pfh1/Cdc20 |
| tRNA glu.05 | TAGCAGATGAATACCGTGAGTC | | Forward | chrII_820491 | γ-H2A |
| tRNA glu.05 | CATTAAGGAACCATTAGATTAAACCG | | Reverse | chrII_820491 | γ-H2A |

How the deposited data were processed for this re-analysis (not part of the article)

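ChIP-seq was performed by the authors for epitope-tagged Pfh1 in WT cells and for epitope-tagged Cdc20 and the histone mark γ-H2A in WT and Pfh1-depleted *S. pombe* cells, with input DNA as the control. The series holds 16 libraries, of which 10 are ChIP libraries and 6 are input libraries, with 2 biological replicates for each of the 8 conditions. Sample conditions were taken from the sample labels and the paper. Cells were cross-linked in 1% formaldehyde for 5 min. Pfh1 was depleted by growth in thiamine for 12 h (paper), at 10 µg/ml (labels). No library of Pfh1-expressing cells had thiamine, so its own effect cannot be separated from depletion. The labels give a different strain for each experiment, and YES medium for Pfh1 against EMMS medium for Cdc20 and γ-H2A. Comparisons of Pfh1 with the other marks therefore also cross strain and medium.

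The authors mapped 101 bp single-end reads with Bowtie in Galaxy to the *S. pombe* genome of PomBase, kept uniquely mapped reads, merged the replicates of each condition (labels) and called peaks with MACS against the input DNA. The deposited score of each peak is the authors' MACS score, −10 × log10 of the peak's *P*-value. A peak list gives no read counts, so the depth of the libraries and the spread between replicates are unknown, and no confidence interval or test between replicates was computed. Unique mapping leaves out repeated sequence. To measure how much, the 101-mers of the nuclear chromosomes that occur once on either strand were found, and 96.3% were unique.

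The 5 peak lists were used as deposited, and the sequence reads were not used here. Their chromosome names were matched to the 3 nuclear chromosomes of the reference assembly ASM294v3, with positions printed from 1. Peaks on a telomeric contig and a mating type contig entered no test of motifs, because the sequences of these contigs were not used here. They were counted in the lists, and those of γ-H2A entered the comparison of shared peaks near and away from motifs, as peaks away from motifs. No column of values was left unused. G4 motifs were searched with a regular expression for at least 4 runs of at least 3 G separated by loops of 1 to 25 bp, on both strands. The copy of Additional file 1 used here lists 445 motifs, fewer than the paper's 446, so it entered no test. ORFs, UTRs, tRNA genes and rRNA genes came from the annotation of the assembly, and the highly transcribed genes from Additional file 6.

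A motif was associated with a Pfh1 or Cdc20 peak within 300 bp and with a γ-H2A peak within 5 kb, with at least 1 bp of overlap after extension. Counts were compared with 1000 control sets matched on chromosome, length and GC content. The GC match did not have to be widened for any motif (0 of 446). The change on depletion was compared with the change in the same control sets. Associations between marks were tested with Fisher's exact test. The difference between contexts in such an association was tested by swapping the contexts within motifs, with 0.5 added to each cell, and scores at motifs were compared with a sign-flip permutation of signed ranks, both with 100000 resamples. The threshold for all tests was 0.05. Permutation *P*-values count the observed arrangement as 1. All random steps used the fixed seed 20141204. Calculations were made in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and plots in Matplotlib 3.10.9.

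The designs of the tests and the alternatives were set before the data were examined, with the following exceptions. A pair of alternatives was chosen after seeing the data. In the first, equal numbers of Cdc20 peaks were each set to the median width of the WT list around their midpoints. In the other, the *P*-value was the share of control sets with a more extreme count, as in the paper's methods. Some tests of explanations were also added after the data had been seen, and the closing section names them. The alternatives were windows of 0 and 500 bp for Pfh1 and Cdc20, windows of 1 and 10 kb for γ-H2A, peaks with a score of at least 100, equal numbers of peaks in both contexts, loops of up to 12 bp, motifs outside the rDNA, and clusters of motifs counted as 1 unit. Clusters joined motifs up to 1 kb apart, or up to 10 kb where γ-H2A entered. Other control regions were matched without GC content, with GC content over 1 kb (within 10 bases), on highly transcribed genes, or at least 1 kb from every motif. Other tests were one-sided, stratified by highly transcribed genes, or based on the mean difference of scores. The genes and sites named were those the paper names where it reports these data, the motif-associated peak with the highest score in each list, and the 3 motifs with the highest Cdc20 score among those near a Cdc20 peak only in Pfh1-depleted cells.

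Each step was tested on simulated data. The motif search found 200 of 200 planted motifs and 0 of 200 decoys with a loop 1 bp too long. On the 446 motifs, 0 of 100 simulated peak lists without an excess at motifs had a P under 0.05, so the test was conservative there, and 99 of 100 lists with 30 peaks planted on motifs did. For the change between a pair of lists, the numbers were 2 and 92 of 100. The swap test called 7 of 100 sets of 446 motifs without a difference and 100 with one. Without a difference, its simulated contexts had equal expected shares of each mark and were drawn independently. The lists in the data differ in size and share motifs, so these numbers do not carry over to them. The sign-flip test called 6 of 100 sets of 200 values without a shift and 97 with one. The stratified test called 3 of 100 sets of 446 motifs without an association and 100 with one. All 3600 planted repeats of a 101-mer were found, and the calls differed from a direct count at 0 of 21900 positions.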

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

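No test in this part was chosen after its own result was seen, but the division of the Pfh1-depleted Cdc20 list, the setting with peaks of equal width and the change of log odds ratio in the control sets were added after the data had been seen.

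The number of G4 motifs near a Cdc20 peak rose more on Pfh1 depletion than the number of GC-matched control regions did (27 against a mean of 8.42, permutation P = 0.001, the smallest possible). Several technical explanations were tested. A larger number of peaks alone would not give it, since with equal numbers of peaks the rise still exceeded that of the control sets (permutation P = 0.00200). The same held with control regions matched on highly transcribed genes (permutation P = 0.00200) and with peaks of a score of at least 100 (P = 0.001, the smallest possible). Counted as clusters, the excess was nearer the threshold (permutation P = 0.0440), so neighbouring motifs carry part of it. Wider peaks may account for much of it. With equal numbers of peaks, each set to the median width of the WT list around its midpoint, the rise was 7 against a mean of 0.531, within that of the control sets (permutation P = 0.104). At *rga7* the Cdc20 peak of WT cells began more than 300 bp from the motifs, and the peak of Pfh1-depleted cells that overlapped it was wider and came within 300 bp of them. To see whether widening at such shared sites accounts for the whole pattern, the Pfh1-depleted list was divided. Among its 133 peaks that overlap no WT peak, 21 motifs without a WT peak were found against 13.8 ± 3.58 (SD) in the control sets (permutation P = 0.0410). Among its 384 peaks that overlap a WT peak, 15 such motifs were found against 4.77 ± 2.22 (SD). Peaks at shared sites thus make up a large part of the excess. Whether an excess remains at the other sites stays open. That part was near the threshold, came from a division added after the data had been seen, and was not repeated with clusters. The width of peaks at the other sites stays open too. For its comparison of Cdc20 scores, the paper states that the read numbers of both contexts were equal. Whether the deposited lists come from those reads is unknown. The depth of the libraries and the use of input DNA from Pfh1-expressing cells for both contexts were not tested. Nor could an effect of thiamine itself be separated from depletion, since only the Pfh1-depleted cells were grown in it. These stay open, as does the biological explanation that the design names, the loss of Pfh1.

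The association between Cdc20 and γ-H2A at G4 motifs differed between the contexts, with a higher log odds ratio in Pfh1-depleted cells (permutation P = 0.0428). This difference stayed past the threshold in 1 of its 9 alternatives, whose P-values ranged from 0.00866 to 0.858. With equal numbers of peaks it was 0.145 (permutation P = 0.752), so the unequal lists may account for it. The change in log odds ratio at the motifs, 0.747, was within the changes of the GC-matched control sets (median 0.295, central 95% from −0.467 to 1.14, upper-tail permutation P = 0.130). Regions with the GC content of the motifs may therefore show the same change whether or not they hold a motif. A biological explanation, the loss of Pfh1, stays open. An effect of thiamine, given only to the Pfh1-depleted cells, stays open as well.

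The deposited lists also hold peaks on a telomeric contig and a mating type contig, which the paper does not discuss. On the mating type contig the highest γ-H2A score was 2880 in WT cells, for a peak from 3200 to 10044, and 3100 in Pfh1-depleted cells, for a peak from 3200 to 12446. On the telomeric contig the highest γ-H2A score was 133 in WT cells and 232 in Pfh1-depleted cells, and the highest Cdc20 score was 93.9, in Pfh1-depleted cells. No Pfh1 peak was listed on either contig. The WT and Pfh1-depleted lists each held 3 γ-H2A peaks on the telomeric contig, with similar positions. No technical explanation was tested, since the sequences of these contigs were not used here, and no biological explanation was tested.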

How the results depend on the processing

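The alternatives were chosen before their results were seen. Equal numbers of Cdc20 peaks of equal width, and *P* as the share of control sets with a more extreme count, were added after seeing the data. Of the 185 alternative values, 138 kept their direction and their side of the threshold or stayed within the limits set for a count, 28 kept their direction but were no longer past the threshold, 12 had the opposite direction and 7 counts moved by more than 1.5 times. The cause was not tested for any of these changes, except that stricter scores and shorter loops leave fewer peaks and motifs by construction. No paired analysis was possible because the authors pooled the replicates before calling peaks, and only the peak lists, which carry no value per replicate, were used here. For the same reason no replicate could be left out. The motifs of Additional file 1 entered 11 of these alternatives, all of them counts of motifs that kept their value, and no test, since the copy is smaller than the paper's.

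The ratio of motifs to control regions near a Pfh1 peak, 0.830 as reported, was 0.893 with a window of 500 bp (permutation P = 0.0909), 0.914 with loops of up to 12 bp (P = 0.367), 0.860 outside the rDNA (P = 0.0509), 0.981 with controls matched on highly transcribed genes (P = 0.429) and 0.864 with controls at least 1 kb from every motif (P = 0.0639). It was above 1 with controls matched on chromosome and length only (1.65, permutation P = 0.001, the smallest possible) and with GC matched over 1 kb (1.11, P = 0.125). Over its 11 alternatives, P ranged from 0.001 to 0.429.

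For Cdc20 in WT cells the ratio, 0.999 as reported, was above 1 with a window of 500 bp (1.06, permutation P = 0.334), outside the rDNA (1.05, P = 0.385), with controls matched on chromosome and length only (1.34, P = 0.0260), with GC matched over 1 kb (1.31, P = 0.0180), with controls matched on highly transcribed genes (1.14, P = 0.187) and with controls at least 1 kb from every motif (1.16, P = 0.163). P ranged from 0.0180 to 0.541. In Pfh1-depleted cells it lost the threshold with a window of 0 bp (1.18, permutation P = 0.125) and as clusters (1.13, permutation P = 0.126), and P ranged from 0.001 to 0.126. The rise in Cdc20-associated motifs over that of the control sets was 18.6 as reported. It stayed past the threshold in the 11 alternatives set beforehand, with an excess of 9.46 to 24.2 motifs, but not with equal numbers of Cdc20 peaks of equal width, the alternative added after seeing the data (6.47, permutation P = 0.104, range 0.001 to 0.104).

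For γ-H2A the ratio in WT cells lost the threshold as clusters (1.10, permutation P = 0.264, range 0.00200 to 0.264). In Pfh1-depleted cells it did so with a window of 1 kb (1.13, permutation P = 0.137), with loops of up to 12 bp (1.19, P = 0.0859) and as clusters (1.09, P = 0.125), with a range of 0.00300 to 0.137. The rise in γ-H2A-associated motifs over that of the control sets, 4.37 as reported, was below 0 with a window of 1 kb (−7.66, permutation P = 0.165), with equal numbers of peaks (−2.20, P = 0.414) and with loops of up to 12 bp (−0.243, P = 0.521), and no alternative was past the threshold (P from 0.124 to 0.521).

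The odds ratio between Cdc20 and γ-H2A in Pfh1-depleted cells lost the threshold with a γ-H2A window of 1 kb (1.403, Fisher's exact test, P = 0.324) and with equal numbers of peaks (1.65, P = 0.123), within a range of 1.78e-06 to 0.324. The difference in log odds ratio between the contexts, 0.747 as reported, was 0.720 with a window of 0 bp (permutation P = 0.0984), 0.684 with 500 bp (P = 0.0527), 0.0841 with a score of at least 100 (P = 0.858), 0.145 with equal numbers of peaks (P = 0.752), 0.156 with loops of up to 12 bp (P = 0.804), 0.707 outside the rDNA (P = 0.0574), 0.445 as clusters (P = 0.299) and −0.283 with a γ-H2A window of 1 kb (P = 0.552). Its P ranged from 0.00866 to 0.858.

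The share of motifs with a higher γ-H2A score in Pfh1-depleted cells, 86.5% as reported (160 of 185), was 59.5% (72 of 121) with equal numbers of peaks. That setting keeps the highest-scoring peaks of the larger list, so its tests of scores carry no weight. The other 8 alternatives stayed past the threshold (permutation P from 1e-05 to 2.00e-05). The share of motifs in Class I and III with a higher Cdc20 score lost the threshold with a score of at least 100 (69.0%, permutation P = 0.0791), loops of up to 12 bp (77.8%, P = 0.302), clusters (67.6%, P = 0.0504), the mean difference of scores (68.4%, P = 0.129) and only motifs with a peak in both contexts (64.5%, P = 0.207), over a range of 0.0187 to 0.302, whose lowest value is that with equal numbers of peaks. With loops of up to 12 bp, the transcribed strand held 91.7% of Class I motifs in ORFs (Fisher's exact test, P = 0.402, range 0.00123 to 0.402), and the ratio of Class I motifs in highly transcribed genes to the control mean was 1.54 (permutation P = 0.211, range 0.001 to 0.211).

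With loops of up to 12 bp, Class I held 20 motifs against 90 as reported, Class II 26 against 100 and Class III 26 against 106. With a score of at least 100, Class III held 57 motifs, the Cdc20 list of WT cells 282 peaks against 485, and the γ-H2A lists 74 peaks against 179 in WT cells and 332 against 582 in Pfh1-depleted cells. Depth limits all of these results in a way the peak lists do not show, since the number of reads behind each list is unknown. The paper states that its comparisons of γ-H2A and Cdc20 scores used equal numbers of reads from WT and Pfh1-depleted cells. Whether the deposited lists come from those reads is unknown.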

Differences from the paper's values

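Of the settings named in this part, *P* as the share of control sets with a more extreme count was chosen after seeing the values, and the others before.

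For G4 motifs near a Pfh1 peak against GC-matched control sets, P was 0.0250 against the paper's 0.016. Of the alternatives set before the data were examined, the window of 0 bp (P = 0.0120) and peaks with a score of at least 100 (P = 0.0220) were within 1.5 times the paper's value, and the other 8 were not. With P as the share of control sets with a more extreme count, which is how the paper's methods define it and which was chosen after seeing the values, P was 0.016. Without the match on GC content, P was 0.001, the smallest that 1000 control sets can give, against the paper's 0.002.

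For G4 motifs near a γ-H2A peak in Pfh1-depleted cells, P was 0.0370 against the paper's 0.014. The γ-H2A window of 10 kb (P = 0.0120), peaks with a score of at least 100 (P = 0.0130), motifs outside the rDNA (P = 0.00999) and controls at least 1 kb from every motif (P = 0.0130) were within 1.5 times the paper's value, and the other 7 alternatives set beforehand were not. With P as the share of control sets with a more extreme count, it was 0.032.

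The geometric mean of the *P*-values of γ-H2A peaks at G4 motifs in Pfh1-depleted cells was 2.35e-14 against the paper's 1E-14. For the motifs with a γ-H2A peak in both contexts, P was 1e-05, the smallest that 100000 resamples can give, against the paper's 2.9E-6. No alternative was planned for either value.

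For the Cdc20 scores at motifs in Class I and III, P was 0.0352 against the paper's 0.015. With equal numbers of peaks in both contexts P was 0.0187, within 1.5 times the paper's value, though this setting chooses peaks by their scores. The other 6 alternatives were not.

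For the strand of Class I motifs in ORFs, the paper gives P = 0.0002 for Class I against G4 motifs overall. Against all motifs in ORFs the two-sided P was 0.00901 and the one-sided P 0.00589, and against the other motifs in ORFs the two-sided P was 0.00130. None of the alternatives set before the data were examined closed the gap, with P-values from 0.00123 to 0.402.

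For the paper's Table 4, the one-sided Fisher's exact test gave 0.225 in WT cells and 8.73e-06 in Pfh1-depleted cells, where the paper gives 0.23 and 8.7E-6, while the two-sided test gave 0.327 and 1.12e-05.

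The paper states that the association of G4 motifs with γ-H2A is stronger in Pfh1-depleted cells. The ratio of motifs to control regions was 1.25 in WT cells and 1.13 in Pfh1-depleted cells, and the rise in the number of motifs was within that of the control sets (permutation P = 0.334). The paper states that its main results held with windows of 0 and 500 bp. With 0 bp the excess of motifs near a Cdc20 peak in Pfh1-depleted cells had permutation P = 0.125, and with 500 bp the deficit near Pfh1 peaks had P = 0.0909. Figure 1B draws Pfh1 peaks on the repeat at the left arm of chromosome III, while the deposited peaks in the rDNA were at 2442768 to 2443759 and 2447141 to 2448477, at the right end of that chromosome.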

Other observations

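Matching GC content over 1 kb, matching on highly transcribed genes and leaving out the rDNA were alternatives set beforehand. They were taken as tests of the Pfh1 deficit after their results were seen. The tests of the edges of the rDNA peaks were also chosen after the result was seen, and the other tests in this part before.

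The odds ratio between Pfh1 and Cdc20 at G4 motifs was not a matter of highly transcribed genes alone. Outside those genes it was 15.0 in WT cells (37.5% against 3.85% of motifs near a Cdc20 peak, P = 9.95e-12) and 6.49 in Pfh1-depleted cells (42.9% against 10.4%, P = 2.56e-08; Fisher's exact test, two-sided). The control sets, however, had similar odds ratios. In WT cells the motifs were at 15.8 and the control sets at a median of 14.7 (upper-tail permutation P = 0.417), and in Pfh1-depleted cells they were at 6.35 and 7.29 (upper-tail permutation P = 0.673). For Cdc20 and γ-H2A in Pfh1-depleted cells the motifs were at 3.05 and the control sets at a median of 2.53 (central 95% from 1.51 to 4.20, upper-tail permutation P = 0.232). Both associations may therefore be ones of GC-rich regions in general and not of G4 motifs in particular.

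The deficit of G4 motifs near Pfh1 peaks may come from matching GC content over the motif only. With GC content matched over 1 kb, no deficit was left (upper-tail permutation P = 0.125). Other choices weakened it as well. With controls matched also on highly transcribed genes the ratio was 0.981 (permutation P = 0.429), and outside the rDNA it was 0.860 (P = 0.0509). A window of 0 bp, peaks with a score of at least 100 and motif clusters kept it past the threshold (permutation P = 0.0120, 0.0220 and 0.00699). Which of these choices accounts for the deficit stays open.

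The higher γ-H2A scores at motifs in Pfh1-depleted cells may reflect a shift of the whole list, through depth or the efficiency of the immunoprecipitation, since peaks shared by both lists rose as often within 5 kb of a motif (78.2%) as farther away (72.6%; Fisher's exact test, two-sided, P = 0.550). The γ-H2A peaks away from motifs include those on the telomeric and mating type contigs, which were not searched for motifs. Away from motifs the median score was 99.9 in WT cells and 198 in Pfh1-depleted cells. The same was seen for Cdc20, where 60.7% of the shared peaks at motifs in Class I and III and 66.2% of those elsewhere had a higher score (Fisher's exact test, P = 0.542). For γ-H2A and Cdc20 the paper states that its score comparisons used equal numbers of reads. The deposited lists do not show whether they come from those reads, so depth stays open. The paper's ChIP-qPCR found a significant rise of Cdc20 and of γ-H2A at the tested G4 motifs and the tRNA gene. At the tested GC-rich sites it found no such rise. Those GC-rich sites had no Cdc20 or γ-H2A peak, so they do not stand for the shared peaks. A biological rise across the whole genome on loss of Pfh1 stays open, as does an effect of thiamine.

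The first rDNA peak began between 2442768 and 2442771 in all 5 lists, and the second began at 2447141 in the 3 Pfh1 and Cdc20 lists. Unique mapping of 101 bp reads could account for the left edges, which were at most 99 bp before the first unique 101-mer. The right edges of the second peak differed between the lists. Of these 3 edges, 1, that of the Pfh1 list, was covered by unique 101-mers and the other two were in gaps between them, so whether mapping sets these edges stays open. Whether it accounts for the place of the peaks stays open as well. Over all lists 94.1% of the unique 101-mers of the right-arm rDNA overlapped a peak, but in each γ-H2A list 22.0% did. No biological explanation was tested.

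The number of Class II motifs, 100, was within that of the GC-matched control sets (permutation P = 0.453), so it may be a property of GC-rich regions of this kind. The number of Class III motifs, 106, exceeded that of the control sets (85.2 ± 8.41, permutation P = 0.0120). Class II motifs were near a Pfh1 peak less often (8%) than the Class II regions of the control sets (19.9% ± 3.88, SD; lower-tail permutation P = 0.00200), so this low share was not shared by regions matched on GC content. Other technical explanations of the last 2 results were not tested. At Class III the share near a Pfh1 peak was 40.6%, against 44.3% in the control sets.

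By ChIP-qPCR the paper found significantly more Cdc20 and γ-H2A on depletion at the tested G4 motifs and the tRNA gene. At the tested GC-rich sites it found no increase of Cdc20 and no significant increase of γ-H2A. The sites tested in this way had the following peaks in the deposited lists. G4_1 (II, 524308 to 524325, CCCTGCCCTGCCCTGCCC), 994 bp from the nearest gene SPBC1685.17, had no Pfh1 peak within 300 bp, and the nearest was 1275 bp away. In Pfh1-depleted cells it was in a Cdc20 peak of score 53.5 and 9859 bp in width, and γ-H2A peaks within 5 kb reached a score of 330. G4_2 is the motif in *rga7* at 2111670 to 2111763. Its Pfh1 peak had a score of 645, its Cdc20 peak in Pfh1-depleted cells 1966, and γ-H2A peaks within 5 kb reached 478 in WT cells and 399 in Pfh1-depleted cells. G4_3 (II, 1269936 to 1270017, coding exon of *but2*) had a Pfh1 peak of score 2888 and, in Pfh1-depleted cells only, a Cdc20 peak of score 224 and a γ-H2A peak of score 106. The GC-rich sites GC_1 (I, 218950, coding exon of *cfh1*), GC_2 (II, 1974700, coding exon of *leu1*) and GC_3 (II, 2227750, 3′ UTR of *srr1*) had Pfh1 peaks of score 81.6, 697 and 138 and no Cdc20 or γ-H2A peak. The tRNA gene glu.05 (II, 820491 to 820562) had a Pfh1 peak of score 155, Cdc20 peaks of score 123 in WT cells and 663 in Pfh1-depleted cells, and a γ-H2A score of 602 in Pfh1-depleted cells only.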
